# Gene Expression Profiling in Wild-Type and PPAR*α*-Null Mice Exposed to Perfluorooctane Sulfonate Reveals PPAR*α*-Independent Effects

**DOI:** 10.1155/2010/794739

**Published:** 2010-09-27

**Authors:** Mitchell B. Rosen, Judith R. Schmid, J. Christopher Corton, Robert D. Zehr, Kaberi P. Das, Barbara D. Abbott, Christopher Lau

## Abstract

Perfluorooctane sulfonate (PFOS) is a perfluoroalkyl acid (PFAA) and a persistent environmental contaminant found in the tissues of humans and wildlife. Although blood levels of PFOS have begun to decline, health concerns remain because of the long half-life of PFOS in humans. Like other PFAAs, such as, perfluorooctanoic acid (PFOA), PFOS is an activator of peroxisome proliferator-activated receptor-alpha (PPAR*α*) and exhibits hepatocarcinogenic potential in rodents. PFOS is also a developmental toxicant in rodents where, unlike PFOA, its mode of action is independent of PPAR*α*. Wild-type (WT) and PPAR*α*-null (Null) mice were dosed with 0, 3, or 10 mg/kg/day PFOS for 7 days. Animals were euthanized, livers weighed, and liver samples collected for histology and preparation of total RNA. Gene profiling was conducted using Affymetrix 430_2 microarrays. In WT mice, PFOS induced changes that were characteristic of PPAR*α* transactivation including regulation of genes associated with lipid metabolism, peroxisome biogenesis, proteasome activation, and inflammation. PPAR*α*-independent changes were indicated in both WT and Null mice by altered expression of genes related to lipid metabolism, inflammation, and xenobiotic metabolism. Such results are similar to studies done with PFOA and are consistent with modest activation of the constitutive androstane receptor (CAR), and possibly PPAR*γ* and/or PPAR*β*/*δ*. Unique treatment-related effects were also found in Null mice including altered expression of genes associated with ribosome biogenesis, oxidative phosphorylation, and cholesterol biosynthesis. Of interest was up-regulation of *Cyp7a1*, a gene which is under the control of various transcription regulators. Hence, in addition to its ability to modestly activate PPAR*α*, PFOS induces a variety of PPAR*α*-independent effects as well.

## 1. Introduction

Perfluoroalkyl acids (PFAAs) are stable man-made perfluorinated organic molecules that have been utilized since the 1950s in the manufacture of a variety of industrial and commercial products suchas fire fighting foams, fluoropolymers for the automobile and aerospace industry, paper food packaging, stain-resistant coatings for carpet and fabric, cosmetics, insecticides, lubricants, and nonstick coatings for cookware. One such PFAA, perfluorooctane sulfonate (PFOS), was identified nearly a decade ago as a persistent organic pollutant which could also be found in the tissues of wildlife throughout the globe [2]. Since that time, a number of perfluorinated sulfonic and carboxylic acids of varying chain length have been shown to be persistent and ubiquitous environmental contaminants. Some of these compounds are also commonly identified in the tissues of humans and wildlife with the 8-carbon PFAAs, PFOS and perfluorooctanoic acid (PFOA), being the most frequently reported in biomonitoring studies (for reviews, see [3, 4]). In recent years, blood levels of PFOS and PFOA have gradually begun to decline in the general population [5, 6]. This is due in part to a production phase out of PFOS by its principal U.S. manufacturer as well as a commitment by key manufacturers of perfluorinated chemicals to reduce the product content and emissions of PFOA, and related chemistries, under the EPA 2010/2015 PFOA Stewardship Program (http://www.epa.gov/oppt/pfoa/pubs/stewardship/index.html). Nevertheless, certain PFAAs are likely to remain of concern for years to come due to their environmental persistence and long biological-half lives [7]. 

PFOS and PFOA are associated with toxicity in laboratory animals at blood levels that are approximately 2-3 orders of magnitude above those normally observed in humans. This includes hepatomegaly and liver tumors in rats and mice as well as pancreatic and testicular tumors in rats (for review see [4]). Teratogenic activity has also been observed in rats and mice, however, such findings have been limited to maternally toxic doses of PFOS [8], whereas, both PFOS and PFOA have been shown to alter growth and viability of rodent neonates at lower doses [4]. Recent epidemiologic data suggests that typical exposures to these compounds may alter fetal growth and fertility in humans [9–13]. These studies, however, lack consistency with regard to either compound activity or measured end point; therefore, alternative explanations for such findings have been suggested [14]. Moreover, a recent study of individuals exposed to PFOA in drinking water at levels that were approximately two orders of magnitude higher than the general population did not show an effect on average birth weight or the incidence of low birth weight infants [15]. 

The mode of action related to PFAA toxicity in rodents is not fully understood. As a class of chemicals, PFAAs activate peroxisome proliferator-activated receptor alpha (PPAR*α*) [16–18], and chronic activation of this nuclear receptor is thought to be responsible for the liver enlargement and hepatic tumor induction found in laboratory animals [19]. However, activation of PPAR*α* is not thought to be a relevant mode of action for hepatic tumor formation in humans [20–25], although this assumption has been challenged recently [26]. This does not, however, rule out the possibility that certain PFAAs could have an adverse effect on development since activation of PPAR*α* has been shown to play a role in PFOA-induced neonatal loss in mice [27]. In addition, PPAR*α*-independent modes of action are also likely for various PFAAs. Unlike prototypical activators of PPAR*α*, such as, the fibrate class of pharmaceuticals, PFOA can induce fatty liver in wild-type mice [28]. PFOA can also induce hepatomegaly in PPAR*α*-null mice [27, 29, 30] and is capable of activating the constitutive androstane receptor (CAR) [31–33]. Moreover, PFOS can induce neonatal toxicity in the PPAR*α*-null mouse [34]. 

 In the current study, we used global gene expression profiling to assess the transcriptional changes induced by PFOS in the liver of wild-type and PPAR*α*-null mice. The data were compared to results previously published by our group for PFOA and Wy-14,643, a commonly used agonist of PPAR*α* [1]. Our goal was to identify both PPAR*α*-dependent and independent changes induced by PFOS.

## 2. Materials and Methods

### 2.1. Animals and Dosing

Studies were approved by the U.S. EPA ORD/NHEERL Institutional Animal Care and Use Committee. The facilities and procedures used followed the recommendations of the 1996 NRC “Guide for the Care and Use of Laboratory Animals,” the Animal Welfare Act, and the Public Health Service Policy on the Humane Care and Use of Laboratory Animals. 

PPAR*α*-null (Null) mice (129S4/SvJae-*P* *p* *a* *r* *a* ^tm1Gonz^/J, stock no. 003580) and wild-type (WT) mice (129S1/SvlmJ, stock no. 002448) were initially purchased from The Jackson Laboratory (Bar Harbor, ME) and maintained as an inbred colony on the 129/Sv background at the U.S. EPA, Research Triangle Park, NC. Animals were housed 5 per cage and allowed to acclimate for a period of one week prior to the conduct of the study. Food (LabDiet 5P00 Prolab RHM3000, PMI Nutrition International, St. Louis, MO) and municipal tap water were provided *ad libitum*. Animal facilities were controlled for temperature (20–24°C), relative humidity (40%–60%), and kept under a 12 hr light-dark cycle. The experimental design matched that of our previous study [1]. PPAR*α*-null and wild-type male mice at 6–9 months of age were dosed by gavage for 7 consecutive days with either 0, 3, or 10 mg/kg PFOS (potassium salt, catalog no. 77282, Sigma Aldrich, St, Louis, MO) in 0.5% Tween 20. Five biological replicates consisting of individual animals were included in each dose group. Dose levels were based on unpublished data from our laboratory and reflect exposures that produce hepatomegaly in adult mice without inducing overt toxicity. Animals utilized for RT-PCR analysis were taken from a separate set of WT and Null mice. PCR dose groups consisted of 4 animals per group and were treated for seven-days with either 10 mg/kg/day PFOS, 3 mg/kg/day PFOA (ammonium salt, catalog no. 77262, Sigma-Aldrich) in 0.5% Tween 20, or 50 mg/kg/day Wy-14,643 (catalog no. C7081, Sigma-Aldrich) in 0.5% methylcellulose, along with vehicle controls. All dosing solutions were freshly prepared each day. At the end of the dosing period, animals were euthanized by CO_2_ asphyxiation and tissue collected from the left lobe of the liver for preparation of total RNA. Tissue prepared for histology was collected from the same group of animals used for microarray analysis and was taken from a section adjacent to that utilized for RNA preparation.

### 2.2. RNA Preparation

Collected tissue (≤50 mg) was immediately placed in 1 mL RNA*later* (Applied Biosystems/Ambion, Austin, TX) and stored at −20°C. RNA preparations for microarray analysis were then completed by homogenizing the tissue in 1 mL TRI reagent (Sigma Chemical) followed by processing through isopropanol precipitation according to the manufacturer's instructions. The resulting pellets were washed with 80% ethanol and resuspended in RNase free water (Applied Biosystems/Ambion). Preparations were further purified by passing approximately 100 *μ*g per sample through RNeasy spin columns (Qiagen, Valencia, CA). RNA for PCR analysis was prepared using the *mir*VANA miRNA isolation kit (Applied Biosystems/Ambion) according to the manufacturer's protocol without further enrichment for small RNAs. All samples used in the study were quantified using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE) and quality evaluated using a 2100 Bioanalyzer (Agilent, Palo Alto, CA). Only samples with an RNA Integrity number of at least 8.0 (2100 Expert software, version B.01.03) were included in the study [35].

### 2.3. Histological Examination of Tissue

Following overnight fixation in Bouins fixative, collected tissue was washed three times in PBS, dehydrated to 70% ethanol, and stored at 4°C until use. On the day of embedding, the tissue was dehydrated through an ethanol gradient to 100% ethanol and paraffin embedded using standard techniques. Five micron sections were then prepared using a rotary microtome prior to routine staining with hematoxylin and eosin.

### 2.4. Gene Profiling

Microarray analysis was conducted at the U.S. EPA NHEERL Toxicogenomics Core Facility using Affymetrix GeneChip 430_2 mouse genome arrays according to the protocols recommended by the manufacturer (Affymetrix, Santa Clara, CA). Biotin-labeled cRNA was produced from 5 ug total RNA using Enzo Single-Round RNA Amplification and Biotin Labeling System (Cat. no. 42420-10, Enzo Life Sciences Inc, Farmingdale, NY), quantified using an ND-1000 spectrophotometer, and evaluated on a 2100 Bioanalyzer after fragmentation. To minimize technical day to day variation, labeling and hybridization for all samples were conducted as a single block. Following overnight hybridization at 45°C in an Affymetrix Model 640 GeneChip hybridization oven, the arrays were washed and stained using an Affymetrix 450 fluidics station and scanned on an Affymetrix Model 3000 scanner. Raw data (Affymetrix Cel files) were obtained using Affymetrix GeneChip Operating Software (version 1.4). This software also provided summary reports by which array QA metrics were evaluated including average background, average signal, and 3′/5′ expression ratios for spike-in controls, *β*-actin, and GAPDH. Only arrays of high quality based on low background levels as well as expected 3′/5′ expression ratios for the spike-in controls, *β*-actin, and GAPDH were included in the study. Data are available through the Gene Expression Omnibus at the National Center for Biotechnology Information (http://www.ncbi.nlm.nih.gov/geo) as accession numbers GSE22871.

### 2.5. PCR Confirmation of Results

Real-time PCR analysis of selected genes was conducted using 2 micrograms of total RNA. All samples were initially digested using 2 units DNaseI (no. M6101, Promega Corporation, Madison, WI) for 30 min at 37°C followed by 10 min at 65°C in a buffer containing 40 mM Tris (pH 8.0), 10 mM MgSO_4_, and 1 mM CaCl_2_. The RNA was then quantified using a Quant-iT RiboGreen RNA assay kit according to the manufacturer's protocol (no.R11490, Invitrogen Corporation, Carlsbad, CA) and approximately 1.5 ug RNA reverse transcribed using a High Capacity cDNA Archive Kit according to the provided protocol (no. 4322171, Applied Biosystems, Foster City, CA). Amplification was performed on an Applied Biosystems model 7900HT Fast Real-Time PCR System in duplicate using 25 ng cDNA and TaqMan Universal PCR Master Mix (no.4304437, Applied Biosystems) in a total volume of 12 *μ*L according to the protocol supplied by the manufacturer. Glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*, Entrez no. 14433), which was uniformly expressed among all samples (cycle threshold deviation less than 0.35), was used as an endogenous reference gene. The following TaqMan assays (Applied Biosystems) were included in the study: *Gapdh* (no. Mm99999915_g1), *Srebf2* (no. Mm01306293_m1), *P* *p* *a* *r* *g* *c*1*a* (Mm0047183_m1), *Nfe2l2 (Mm00477784_m1), Ndufa5* (Mm00471676), *Lss* (no. Mm00461312_m1), *Cyp4a14* (no. Mm00484132_m1), *Cyp7a1* (no. Mm00484152_m1), and *Cyp2b10* (no. Mm00456591_m1). Fold change was calculated using the 2^-ΔΔC^T method of Livak and Schmittgen [36].

### 2.6. Data Analysis

Body and liver weight data were analyzed by strain using a one-way ANOVA. Individual treatment contrasts were assessed using a Tukey Kramer HSD test (*P* ≤ .05) (JMP 7.0 (SAS, Cary, NC). Microarray data were summarized, background adjusted, and quantile normalized using Robust Multichip Average methodology (RMA Express, ver. 1.0). Prior to statistical analysis, microarray data were filtered to remove probe sets with weak or no signal. Data were analyzed for each strain using a one-way ANOVA across dose (Proc GLM, SAS ver. 9.1, Cary, NC). Individual treatment contrasts were evaluated using a pairwise *t*-test of the least square means. Significant probe sets (*P* ≤ .0025) were evaluated for relevance to biological pathway and function using Ingenuity Pathway Analysis software (http://analysis.ingenuity.com/) and DAVID functional annotation software [37]. Duplicate probe sets were resolved using minimum *P*-value. Data were further evaluated without statistical filtering using Gene Set Enrichment Analysis (GSEA) software available from the Broad Institute [38]. Hierarchical clustering and heat maps were generated using Eisen Lab Cluster and Treeview software (version 2.11).

## 3. Results

### 3.1. Necropsy and Histopathology

Liver weight increased at the highest dose of PFOS in both WT and Null animals (Table 1). Histological changes were also noted. Vacuole formation was observed in tissue sections from treated WT mice, as well as in sections from control and treated Null mice (Figure 1). The origin of these vacuoles was not fully apparent. Kudo and Kawashima [28] reported that chronic exposure to PFOA can induce fatty liver in mice due to altered triglyceride transport; hence, vacuolization in the current study may be the result of similar changes in WT mice. In Null mice, vacuole formation may also reflect increased triglyceride retention due to reduced hepatic fatty acid catabolism. Furthermore, our group has suggested that a certain degree of vacuolization may be unrelated to triglyceride retention in PFOA-exposed Null mice [29]. It is possible therefore, that hepatic vacuolization might be associated with the liver weight increase observed in treated Null animals.

### 3.2. Gene Profiling

Based on the number of genes significantly altered by PFOS (*P* ≤ .0025), gene expression changes in WT mice were more evident at the higher dose of PFOS compared to the lower dose. This was in contrast to changes observed in Null mice where the number of transcripts influenced by PFOS was similar across either dose group. Hence, certain PPAR*α*-independent effects were found to be robust in Null mice even at the lowest dose of PFOS. This pattern of gene expression also varied from that previously observed by our group for PFOA where only moderate changes were found in Null mice compared to WT animals [1] (Table 2). 

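Gene expression was measured in liver RNA from male WT and PPARα-null (Null) mice given 0, 3, or 10 mg/kg PFOS, a perfluorinated sulfonate, by gavage for 7 days. Each of the 6 groups had 5 mice with 1 Affymetrix mouse genome array per mouse, 30 arrays in all. The authors background adjusted, quantile normalized, and summarized the arrays by Robust Multichip Average (RMA), and their deposited values are log2 expression values of 45101 probe sets with no filter applied. Array medians lay between 5.60 and 5.70. The highest correlation between any 2 arrays was 0.995, and no 2 arrays held identical values. The number of arrays limits the precision of every value. The paper states that probe sets with weak or no signal were removed and gives no rule, so probe sets above the median of all values (5.65) in at least 5 of the 30 arrays were kept, which left 24069 probe sets and 12156 named genes. Each genotype was fitted by itself across the 3 doses with limma, as the methods analyzed each strain by itself, and genes were called at an adjusted p under 0.05 (Benjamini-Hochberg over all kept probe sets). A gene with several probe sets was represented by the one with the smallest p over the dose effects, the same in every comparison and chosen again by this rule in each alternative. Gene lists fixed before the data were examined were tested with camera at a preset correlation between genes of 0.01, and differences in response between genotypes were tested with limma in one fit of all 30 arrays. A change is the difference of group means on the log2 scale. The paper gives different substrains for the purchased Null and WT mice, so a difference between genotypes here may include one of substrain.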

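Ppara, the gene disrupted in Null mice, was read by 3 probe sets that also gave signal in Null mice, so they are a modest check of the labels. Their mean log2 value was 9.76 ± 0.975 (SD, n = 5) in the arrays labeled WT 0 mg/kg, 10.22 ± 0.192 at WT 3 mg/kg, and 10.26 ± 0.326 at WT 10 mg/kg. It was 9.59 ± 0.194 at Null 0 mg/kg, 9.39 ± 0.128 at Null 3 mg/kg, and 9.21 ± 0.272 at Null 10 mg/kg (SD, n = 5 each). Within the arrays labeled WT 0 mg/kg, replicates 4 and 5 had Ppara values of 8.66 and 8.74, and replicates 1 to 3 lay between 10.33 and 10.62. Cyp2b10, a cytochrome P450 induced through the nuclear receptor CAR, stood at 12.55 and 12.99 in replicates 4 and 5 and between 7.87 and 8.30 in replicates 1 to 3. Each array was scored over the probe sets that separated the remaining arrays labeled WT, replicates 4 and 5 aside, from the remaining arrays labeled Null by at least 0.5 on the log2 scale. Over 22 such probe sets, replicates 4 and 5 had 100% on the Null side. The other 13 arrays labeled WT, scored over 22 to 25, had 0 to 16.7% there, and every array labeled Null, also over 22 to 25, had 100%. Over 15 such probe sets without a PFOS response, replicates 4 and 5 again had 100% on the Null side, against 0 to 11.1% in the other arrays labeled WT, scored over 15 to 18. No array labeled Null lay on the WT side. All 5 arrays were kept as labeled. Values without these 2 doubted arrays, a setting chosen after seeing the data, are given beside leading results that use the arrays labeled WT 0 mg/kg. In the paper's RT-PCR on a separate set of mice (Fig. 4), Cyp2b10 rises in both genotypes, which does not settle it.

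**Figure D1:**
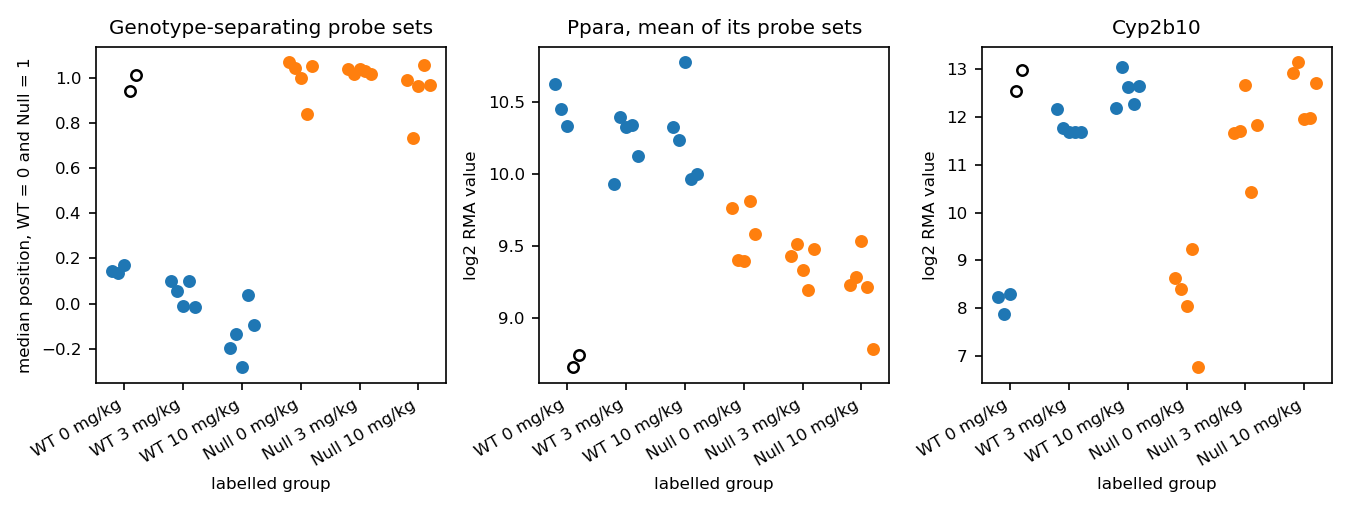
Each point is 1 array, placed by its labeled group, in log2 RMA values for Ppara and Cyp2b10 and as a position between the other WT arrays (0) and the Null arrays (1) over the genotype-separating probe sets. Blue points are arrays labeled WT, orange points arrays labeled Null, and open circles replicates 4 and 5 labeled WT 0 mg/kg, whose median positions are 0.942 and 1.01 against a highest value of 0.169 in the other WT arrays.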

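In WT mice, 10 mg/kg PFOS changed 1589 of the 12156 genes tested (915 higher and 674 lower) and 3 mg/kg changed 30 (29 higher and 1 lower), at an adjusted p under 0.05 from limma. The largest rises at 10 mg/kg were in Cyp4a31, a fatty acid hydroxylase of the Cyp4a family, with a log2 change of 4.84 (SE 0.213, adjusted p = 1.99e-09), in the pantetheinase gene Vnn1 (4.34), and in Cyp4a14 (3.62). The noncoding RNA Meg3 fell by 2.53 (SE 0.283, adjusted p = 5.02e-05), and F11, which encodes coagulation factor XI, fell by 1.06 (adjusted p = 0.00539). The rises at 3 mg/kg were led by Cyp4a14 (3.49, SE 0.34, adjusted p = 8.53e-05), Cyp4a31 (3.20), Vnn1 (2.51), and Retsat (2.01), and the gene called lower was the thioesterase Acot11 (fell by 0.68, adjusted p = 0.0285). Cyp4a14 had mean log2 values of 9.69 ± 1.06, 13.19 ± 0.047, and 13.31 ± 0.057 at 0, 3, and 10 mg/kg (SD, n = 5 each). Whether its probe set was near its highest possible signal at both doses, which would limit the size and rank of its changes, was not tested. Vnn1 at 3 mg/kg had an adjusted p of 0.0413, and of 0.0551 without the 2 doubted arrays. Of the called genes, 897 at 10 mg/kg and 29 at 3 mg/kg had every treated array on one side of every control array. Over all 24069 kept probe sets, called or not, 7.43% and 1.13% were separated in this way, which chance gives for 0.794%. The doses themselves differed in 812 genes (458 higher and 354 lower at 10 mg/kg). At the unadjusted limit of 0.0025 that the paper uses, 1142 and 95 genes passed at 10 and 3 mg/kg. Among called genes, 421 and 21 had changed by at least 1.5-fold. Without the 2 doubted arrays labeled WT 0 mg/kg, limma called 3549 genes at 10 mg/kg (1712 higher and 1837 lower) and 120 at 3 mg/kg (88 higher and 32 lower). Of these, 1479 and 23 were also called with all arrays. Leaving out 1 array moved the count at 10 mg/kg by over 1.5 times for replicates 1, 2, 3, and 5 of WT 0 mg/kg (764, 778, 823, and 2456) and replicates 1, 2, and 5 of WT 10 mg/kg (780, 826, and 878), and the count at 3 mg/kg for replicate 4 of WT 0 mg/kg (18) and replicates 1, 3, and 5 of WT 3 mg/kg (17, 12, and 18). The count between the doses ranged from 222 without replicate 1 to 1490 without replicate 3 of WT 10 mg/kg.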

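In Null mice, 626 genes changed at 3 mg/kg PFOS (245 higher and 381 lower) and 1106 at 10 mg/kg (503 higher and 603 lower), at an adjusted p under 0.05 from limma. Cyp2c55 and Cyp2b10, cytochrome P450 genes induced by xenobiotics, led the rises at both doses. Cyp2c55 rose at 3 mg/kg (adjusted p = 0.00456) and rose by 4.65 at 10 mg/kg (log2, SE 0.564, adjusted p = 0.000369). Dio1, the type 1 deiodinase that activates thyroid hormone, fell by 1.70 at 3 mg/kg and fell by 2.61 at 10 mg/kg, and the elastase gene Cela1 fell by 1.28 and fell by 2.09. Their adjusted p-values were 0.0258 and 0.00159 for Dio1 and 0.00175 and 2.06e-05 for Cela1. Compared directly, 10 and 3 mg/kg gave 0 called genes with limma, 1300 genes at an unadjusted p under 0.05, and 57 at the paper's limit of 0.0025, where the methods' t-test gave 60. At that limit, 684 genes passed at 3 mg/kg and 958 at 10 mg/kg against the controls. Changes of at least 1.5-fold made up 137 of the called genes at 3 mg/kg and 299 at 10 mg/kg. Leaving out 1 array lowered the count at 3 mg/kg by over 1.5 times for replicates 2 to 5 of Null 0 mg/kg (327, 296, 258, and 401) and replicates 1, 2, and 5 of Null 3 mg/kg (321, 277, and 299). At 10 mg/kg it did so for replicates 2 to 4 of Null 0 mg/kg (662, 696, and 628). Array weights gave 1890 genes at 3 mg/kg, more than at 10 mg/kg, and the compared groups alone gave 1091 at 3 mg/kg and 720 at 10 mg/kg.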

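At 3 mg/kg PFOS, genes of several functions had already changed in Null mice. Ces1g, a carboxylesterase of lipid metabolism, rose by 1.66 (log2, adjusted p = 0.015 from limma), the deadenylase gene Noct by 2.40, and the replication and mitosis genes Mcm6 and Ccnb2 by 1.64 and 1.42. Serpina12, which encodes the serpin vaspin, fell by 1.24. Every treated array lay on one side of every control array in 522 of the genes called at this dose, and in 7.9% of all kept probe sets. Tested directly, the response to 3 mg/kg differed between genotypes in 150 genes, 29 with a more positive and 121 with a more negative change in Null mice. With the 2 doubted arrays labeled WT 0 mg/kg left out, 26 genes differed (3 and 23), of which 17 were among the 150. Without any 1 array the count ranged from 21 (without replicate 4 of Null 0 mg/kg or replicate 3 of WT 3 mg/kg) to 435 (without replicate 2 of WT 3 mg/kg), and it stayed within 1.5 times only without replicate 1 of WT 0 mg/kg or replicate 5 of Null 0 mg/kg. From the numbers of changed genes in the 2 genotypes, the paper concludes that certain effects independent of PPARα are robust in Null mice at the lowest dose.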

By examining the expression of a small group of well characterized markers of PPAR*α* transactivation, PFOS also appeared to be a less robust activator of murine PPAR*α* than PFOA (Figure 2), a conclusion formerly reported by others [18, 39, 40]. 

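The 10 measured PPARα markers of Fig. 2 were all higher in WT mice at 10 mg/kg PFOS, and 6 were higher at 3 mg/kg, at an adjusted p under 0.05 from limma. Ehhadh, the bifunctional enzyme of peroxisomal β-oxidation, rose by 1.25 at 3 mg/kg (log2, SE 0.178, adjusted p = 0.00582) and by 2.12 at 10 mg/kg (SE 0.178, adjusted p = 4.26e-06). Acadl, Hadha, and Hadhb, enzymes of mitochondrial β-oxidation, rose by 0.49, 0.46, and 0.45 at 3 mg/kg and by 0.75, 0.72, and 0.68 at 10 mg/kg. Me1 (1.02), Pdk4 (1.63), Hsd17b4 (0.54), Acaa1a (0.48), and the fatty acid binding protein gene Fabp1 (0.31) were higher at 10 mg/kg. At 3 mg/kg, changes of 0.20 in Acaa1a, 0.32 in Me1, 0.19 in Pdk4, and 0.15 in Fabp1 did not pass. The median change of the markers was 0.44 at 3 mg/kg and 0.73 at 10 mg/kg. Adjusted over the list alone, 9 and 10 markers were higher. In Null mice 1 marker was higher at each dose, Acadl, which rose by 0.43 at 3 mg/kg and 0.67 at 10 mg/kg, while Cyp4a14 had a change of 1.15 at 10 mg/kg (SE 1.036, adjusted p = 0.558). The Null controls had a mean log2 value of Cyp4a14 of 7.67 ± 2.969 (SD, n = 5), from 5.33 to 12.20. The size of its change in Null mice is therefore not well measured, and a rise is not excluded. The response to 10 mg/kg was smaller in Null mice for Ehhadh, Pdk4, Hadha, Hadhb, and Fabp1 (7 markers adjusted over the list alone), with a median difference of -0.59 (camera adjusted p = 6.18e-09, and adjusted p = 0.0341 with an estimated correlation). Because the study chose the markers, their count is not independent evidence of the direction. Without the 2 doubted arrays labeled WT 0 mg/kg, 4 markers were higher at 3 mg/kg, Hadha (adjusted p = 0.0607) and Hsd17b4 (0.0782) no longer passing. PFOA arrays were not analysed here.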

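In WT mice given 10 mg/kg PFOS, most PPARα target genes and most genes of fatty acid β-oxidation were higher. Some peroxisome and proteasome genes were higher too, and some genes of complement and coagulation were lower. Of 53 measured PPARα target genes, 47 were higher and 0 lower (49 higher when adjusted over the list alone), with a median log2 change of 0.90. At 3 mg/kg 17 were higher (43 adjusted over the list alone), with a median of 0.53. Of 41 genes of fatty acid β-oxidation, 29 were higher and 1 lower at 10 mg/kg (31 and 1 adjusted over the list alone), the lower one being Acadsb, chosen after its value was seen (-0.48). Among the higher were Ech1 (1.32, SE 0.088, adjusted p = 3.17e-07 from limma) and Decr1 (1.05). Of 11 acyl-CoA thioesterases, 7 were higher (10 higher and 1 lower adjusted over the list alone), with Acot2 up by 2.87 and Acot1 by 2.77. Camera gave adjusted p-values of 1.61e-42, 4.02e-20, and 6.67e-07 for these lists, and 0.00115, 0.00433, and 0.0158 with an estimated correlation. Of 17 peroxins and peroxisomal membrane proteins, 8 were higher (11 higher and 1 lower adjusted over the list alone), including Pex11a, which drives peroxisome division (1.58, SE 0.106, adjusted p = 3.17e-07), Abcd3 (0.55), and Pex19 (0.53). Of 41 proteasome genes, 20 were higher and 0 lower (28 higher adjusted over the list alone), with a median of 0.30, including Psmd4 (0.47, adjusted p = 0.00603) and Psmb3 (0.45, adjusted p = 0.00663). The camera call of the proteasome list (adjusted p = 3.94e-11) was lost at an adjusted p = 0.306 with an estimated correlation. Of 41 genes of complement and coagulation, 12 were lower and 0 higher (25 lower adjusted over the list alone), with a median of -0.24 (camera adjusted p = 3.94e-11, and adjusted p = 0.266 with an estimated correlation). C8b, of the membrane attack complex, fell by 0.68 (SE 0.093, adjusted p = 0.00034), coagulation factor gene F7 by 0.54, and the thrombin inhibitor gene Serpind1 by 0.33. Beside them, 19 Kupffer cell and macrophage markers had a median change of -0.35 with 0 members called (camera adjusted p = 0.0122, and adjusted p = 0.625 with an estimated correlation), and 16 endothelial markers one of -0.08 (camera adjusted p = 0.104). Without replicate 3 of WT 0 mg/kg, whose macrophage markers had a mean log2 value of 9.36 against 8.32 in the other 4, these medians were -0.08 (adjusted p = 0.291) and -0.01 (adjusted p = 0.826), and the macrophage list did not pass without replicate 5 of WT 10 mg/kg either (Kupffer cell and macrophage, WT 10 against 0 mg/kg, adjusted p = 0.0834). Of 26 acute-phase proteins, 1 was lower, Cp, which encodes ceruloplasmin (fell by 0.61, adjusted p = 0.0451), and 0 passed adjusted over the list alone. Tables 3–10, whose values had been seen when the lists were fixed, share 28 of the measured proteasome genes and 31 of the complement and coagulation genes. They also share 23 of the PPARα targets, 20 of the β-oxidation genes, 3 of the thioesterases, and 10 of the peroxins and membrane proteins. Without the 2 doubted arrays labeled WT 0 mg/kg, 43 PPARα targets and 33 proteasome genes were higher and 27 complement and coagulation genes lower at 10 mg/kg. With 1 array left out, 4 (without replicate 1 of WT 0 mg/kg) to 27 proteasome genes, 5 to 9 peroxins and membrane proteins, and at 3 mg/kg 10 (without replicate 3 of WT 3 mg/kg) to 20 PPARα targets were higher, and 6 (without replicate 1 of WT 0 mg/kg, among others) to 23 (without replicate 5) complement and coagulation genes lower.

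**Figure D2:**
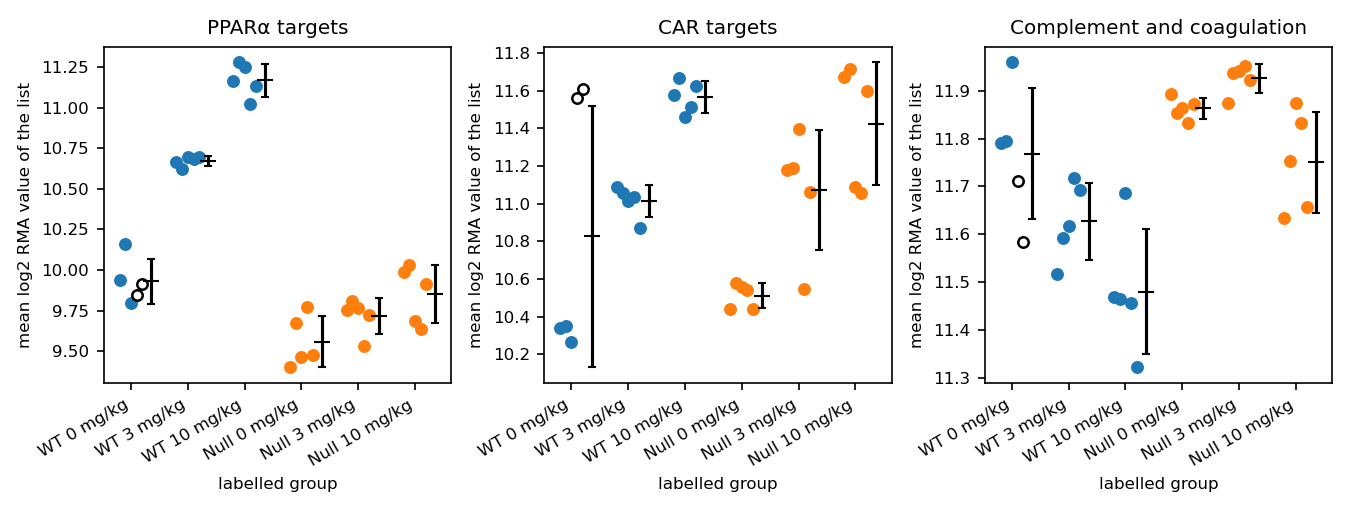
Mean log2 RMA value of the PPARα targets, CAR targets, and complement and coagulation genes in each array, by labeled group. Points are arrays (blue WT, orange Null, open circles the 2 doubted arrays), and bars give the mean ± SD of the 5 arrays as labeled. In WT mice at 10 mg/kg the median log2 change is 0.90 for PPARα targets and -0.24 for complement and coagulation genes.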

In WT mice, PFOS modified the expression of genes related to a variety of PPAR*α*-regulated functions including lipid metabolism, peroxisome biogenesis, proteasome activation, and the inflammatory response. 

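Of 30 measured CAR target genes, which act in xenobiotic metabolism, 19 were higher in Null mice at 10 mg/kg PFOS and 8 at 3 mg/kg. Of the 30, 17 are in Tables 3–10, whose values had been seen when the lists were fixed, and 14 are also in another fixed list. In WT mice the change of Cyp2b10 depended on 2 control arrays. Cyp2b10 had a mean log2 value of 8.22 ± 0.918 (SD, n = 5) in Null controls, 11.66 ± 0.794 (n = 5) at 3 mg/kg, and 12.54 ± 0.544 (n = 5) at 10 mg/kg. Its change in Null mice was 3.44 (SE 0.421, adjusted p = 0.000812 from limma) and 4.33 (SE 0.421, adjusted p = 7.76e-05). In WT mice Cyp2b10 was 9.99 ± 2.549 (SD, n = 5) in the arrays labeled 0 mg/kg, 11.79 ± 0.216 (n = 5) at 3 mg/kg, and 12.55 ± 0.344 (n = 5) at 10 mg/kg. With all 5 control arrays its change at 10 mg/kg was 2.57 (SE 0.822, adjusted p = 0.0568 from limma), and without the 2 doubted arrays 4.42 (adjusted p = 2.25e-09). These changes were, at 3 mg/kg, 1.81 (adjusted p = 0.912) and 3.66 (adjusted p = 5.04e-08). The change of Cyp2b10 at 10 mg/kg differed between genotypes by 1.76 (adjusted p = 0.392 from limma), and by -0.09 without the 2 arrays (adjusted p = 0.952). Adjusted over the list alone, 24 CAR targets were higher at 10 mg/kg and 15 at 3 mg/kg in Null mice, and 0 were lower by either adjustment. Their median changes were 0.59 and 0.38 (camera adjusted p = 7.98e-16 and 1.08e-10, and adjusted p = 0.206 and adjusted p = 0.277 with an estimated correlation). The bile acid and conjugate transporters Abcc3 and Abcc2 rose by 0.83 and 0.58 in Null mice at 10 mg/kg. In WT mice at 10 mg/kg, 5 CAR targets were higher and 1 lower (17 and 1 adjusted over the list alone), with Abcc4 up by 2.17, Gadd45b by 1.43, Gstm4 by 1.26, Cyp2c38 by 1.20, and Alas1 by 1.09, and with Sult1d1, chosen after its value was seen, down (-0.68), and 25 were higher and 0 lower without the 2 arrays. Leaving out 1 array, 3 (without replicate 1, 2, or 3 of WT 0 mg/kg) to 21 (without replicate 5) were higher in WT mice at 10 mg/kg, and 3 (without replicate 4 of Null 0 mg/kg) to 13 (without replicate 4 of Null 3 mg/kg) in Null mice at 3 mg/kg. The camera adjusted p for CAR targets in WT mice at 10 mg/kg was 1.64e-07, and adjusted p = 0.409 with an estimated correlation. A few genes of lipid metabolism changed in Null mice too. Of 41 genes of β-oxidation, 4 were higher and 1 lower at 10 mg/kg (14 and 1 adjusted over the list alone), with a median of 0.18 (camera adjusted p = 0.000158, and adjusted p = 0.357 with an estimated correlation). Besides Acadl, the genes higher were Crat (0.91), Slc25a20, the mitochondrial carnitine carrier (0.69), and Eci2 (0.65), and Pecr, chosen after its value was seen, fell by 0.21. Outside this list the carnitine transporter gene Slc22a5 rose by 1.21 (SE 0.12, adjusted p = 8.6e-05) and Acot1 by 1.02. The β-oxidation response to 10 mg/kg was nevertheless smaller in Null than in WT mice, by a median of -0.25 (camera adjusted p = 1.58e-10, and adjusted p = 0.0488 with an estimated correlation).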

Genes affected in both WT and Null mice consisted of transcripts related to lipid metabolism, inflammation, and xenobiotic metabolism, including the CAR inducible gene, *Cyp2b10*. It should be stressed, however, that those changes associated with the inflammatory response in Null mice were modest and were only apparent within the context of similar but more robust changes in WT mice. 

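In Null mice, 5 of 41 complement and coagulation genes were lower and 0 higher at 10 mg/kg (7 lower adjusted over the list alone), with a median log2 change of -0.10. The lectin pathway genes Mbl1 and Mbl2 fell by 0.55 (adjusted p = 0.00641 from limma) and 0.35 (adjusted p = 0.0179), and C1qa, C1qc, and C8g by 0.42, 0.51, and 0.22. C1qa and C1qc are made by macrophages, and of 19 macrophage markers these 2, Cd5l, and Fcer1g were lower at 10 mg/kg (11 lower adjusted over the list alone), with a median of -0.42. At 3 mg/kg, 3 complement and coagulation genes were higher and 0 lower (5 higher and 3 lower adjusted over the list alone), namely Hc (0.32), C4bp (0.48), and Pros1, the gene of protein S (0.62, adjusted p = 0.00501). Of 26 acute-phase proteins, Saa4 (0.55) and Steap4 (0.63) were higher at 3 mg/kg and Il1rn (0.56) at 10 mg/kg. Camera gave an adjusted p of 0.0108 for the fall of complement and coagulation genes at 10 mg/kg, and an adjusted p = 0.516 with an estimated correlation. Without replicate 1 of Null 10 mg/kg that p was 0.106. Between 3 (without replicate 3 of Null 0 mg/kg) and 9 (without replicate 3 of Null 10 mg/kg) of these genes were lower with 1 array left out. The response of this list to 10 mg/kg was less negative in Null than in WT mice by a median of 0.20 (camera adjusted p = 2.14e-06, and adjusted p = 0.374 with an estimated correlation), and by gene the difference passed for C8b (0.71), F7 (0.51), Masp1 (0.46), and Serpind1 (0.40).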

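In Null mice, most genes of cholesterol synthesis were higher with PFOS, and many genes of respiratory complex I were lower. Of 18 genes of cholesterol synthesis, 16 were higher at 3 mg/kg and 14 at 10 mg/kg with 0 lower (17 and 16 higher adjusted over the list alone), with median log2 changes of 0.87 and 0.65. Cyp51, the sterol demethylase, rose by 1.58 at 3 mg/kg (SE 0.211, adjusted p = 0.00153 from limma) and by 1.21 at 10 mg/kg (SE 0.211, adjusted p = 0.00381), and Hmgcs1 by 1.64 at 3 mg/kg. Fdps rose by 0.88 and 0.97, and Nsdhl by 0.83 and 0.58. In WT mice at 10 mg/kg, 3 of the 18 were higher, Mvd (1.05), Fdft1 (0.80), and Hsd17b7 (0.49) (5 adjusted over the list alone), with a median of 0.44, and 11 were higher without the 2 doubted arrays labeled WT 0 mg/kg, where Fdft1 rose by 1.19 and Cyp51 by 1.57. Replicate 2 of WT 0 mg/kg, 1 of the 3 controls left in that setting, had a mean log2 value of 9.01 over the list against 10.11 in the other 4, and without it alone the WT median was 0.14 with 0 genes called. The median difference between genotypes for cholesterol synthesis at 10 mg/kg was 0.28 (camera adjusted p = 0.0107, and adjusted p = 0.609 with an estimated correlation), 0.04 without the 2 arrays (adjusted p = 0.825), and 0.48 without replicate 2 of WT 0 mg/kg (adjusted p = 2.75e-08). At 3 mg/kg it was 0.66 (adjusted p = 2.48e-10) and 0.39 without them (adjusted p = 0.000261), with adjusted p = 0.183 and adjusted p = 0.423 with an estimated correlation. Of 33 genes of respiratory complex I, 23 were lower at 3 mg/kg and 21 at 10 mg/kg with 0 higher (30 and 28 lower adjusted over the list alone), with medians of -0.39 and -0.35. Ndufa7 fell by 0.54 at 3 mg/kg (SE 0.074, adjusted p = 0.00197) and by 0.46 at 10 mg/kg (adjusted p = 0.0023). Of 39 genes of complexes II to V, 21 and 18 were lower and 0 higher (29 lower at each dose adjusted over the list alone, and 1 higher at 3 mg/kg), with medians of -0.29 and -0.28. Uqcrh, of complex III, fell by 0.51 and 0.45, and Atp5j, of ATP synthase, by 0.43 at 10 mg/kg. With 1 array left out, 12 to 25 genes of complex I and 10 to 22 of complexes II to V were lower at 3 mg/kg (both lowest without replicate 4 of Null 0 mg/kg), and 14 to 25 and 14 to 24 at 10 mg/kg. Replicate 4 of Null 3 mg/kg, whose mean correlation with its own group was 0.986 against 0.991 for the others, had the lowest mean of complex I in its group (11.00). Without it, 17 genes of complex I, Null 3 against 0 mg/kg, and 13 of complexes II to V, Null 3 against 0 mg/kg, were lower. In the same treated Null arrays the 3′ minus 5′ difference of the Gapdh control probe sets, a sign of RNA quality, shifted by -1.35 SD of the Null controls, towards a smaller 3′ excess, and that of actin by 0.43 SD. In WT mice at 10 mg/kg, 1 gene of complex I (Ndufab1, 0.30) and 1 of complexes II to V (Cox17, 0.41) were higher and 0 were lower. The response to 10 mg/kg was more negative in Null than in WT mice by a median of -0.45 for complex I (camera adjusted p = 2.02e-22) and -0.37 for complexes II to V (camera adjusted p = 2.94e-20). With an estimated correlation, adjusted p = 0.0731 and adjusted p = 0.0979 for these differences. Within Null mice at 10 mg/kg, camera adjusted p-values were 7.51e-15 for cholesterol synthesis, 1.5e-16 for complex I, and 7.98e-16 for complexes II to V, with adjusted p = 0.104, adjusted p = 0.24, and adjusted p = 0.24 with an estimated correlation. Of the measured genes of these lists, in that order, Tables 3–10 hold 9, 26, and 21. The values of those tables had been seen when the lists were fixed.

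**Figure D3:**
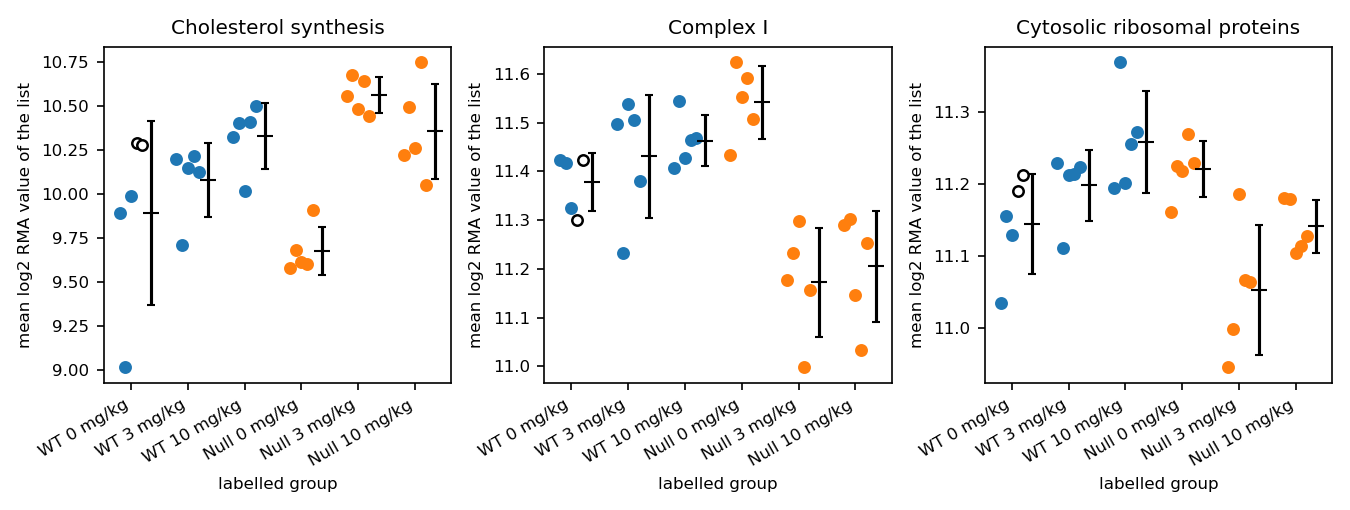
Mean log2 RMA value of the genes of cholesterol synthesis, complex I, and cytosolic ribosomal proteins in each array, by labeled group. Points are arrays (blue WT, orange Null, open circles the 2 doubted arrays), and bars give the mean ± SD of the 5 arrays as labeled. In Null mice at 10 mg/kg the median log2 change is 0.65 for cholesterol synthesis and -0.35 for complex I.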

Several categories of genes were also uniquely regulated in Null mice by PFOS including up-regulation of genes in the cholesterol biosynthesis pathway, along with modest down-regulation of genes (<1.5 fold change) associated with oxidative phosphorylation and ribosome biogenesis (Figure 3). 

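A minority of ribosomal protein genes were lower in Null mice given PFOS, by small amounts. Of 44 measured cytosolic ribosomal protein genes, 8 were lower at 3 mg/kg and 2 at 10 mg/kg with 0 higher (23 and 2 lower adjusted over the list alone, with 1 higher at 3 mg/kg). The median log2 changes were -0.19 and -0.10. Rps25 fell by 0.38 (SE 0.082, adjusted p = 0.0183 from limma) and Rps14 by 0.28 at 3 mg/kg, and Rpl41 by 0.34 (adjusted p = 0.0221) and Rps29 by 0.27 at 10 mg/kg. Of 74 mitochondrial ribosomal protein genes, 21 and 12 were lower and 0 higher (46 and 20 lower adjusted over the list alone), with medians of -0.26 and -0.18. Mrpl52 fell by 0.47 at 10 mg/kg (adjusted p = 0.00873). Of 46 nucleolar factors of ribosome assembly, 3 were higher and 1 lower at 10 mg/kg (3 and 2 adjusted over the list alone). These were Nolc1 (0.41), Pes1 (0.42), Mybbp1a (0.33), and Heatr1 (fell by 0.36). Their median was 0.06 (camera adjusted p = 0.353). Camera called the cytosolic list at 3 mg/kg (adjusted p = 5.16e-11) and at 10 mg/kg (adjusted p = 0.00551), and the mitochondrial list at both doses (adjusted p = 3.02e-20 and 1.6e-08). With an estimated correlation these gave adjusted p = 0.287 and adjusted p = 0.569 for the cytosolic list and adjusted p = 0.297 and adjusted p = 0.511 for the mitochondrial list. In WT mice at 10 mg/kg, 4 cytosolic and 16 mitochondrial ribosomal protein genes were higher and 1 and 0 lower (4 and 29 higher and 1 and 0 lower adjusted over the list alone), with medians of 0.11 and 0.18. The cytosolic genes were Rpl35, Rplp2, Rps18, and Rps19, and Rps24, chosen after its value was seen, fell by 0.37. The response to 10 mg/kg was more negative in Null than in WT mice by a median of -0.23 for the cytosolic list (camera adjusted p = 2.58e-09, and adjusted p = 0.275 with an estimated correlation) and by -0.36 for the mitochondrial list (adjusted p = 1.24e-25, and adjusted p = 0.121 with an estimated correlation). With 1 array left out, 0 (without replicate 2 of Null 3 mg/kg) to 14 (without replicate 3 of Null 3 mg/kg) cytosolic genes were lower at 3 mg/kg and 0 to 4 at 10 mg/kg, and 6 to 27 and 4 to 22 mitochondrial ones (lowest at both doses without replicate 2 of Null 0 mg/kg, among others, and highest at 10 mg/kg without replicate 1 of Null 10 mg/kg). The treated Null arrays are those with the shifted Gapdh control probe sets. The fall of the cytosolic list at 10 mg/kg did not pass without replicate 4 of Null 0 mg/kg (camera adjusted p = 0.0609). Tables 3–10, whose values had been seen when the lists were fixed, hold 32 of the cytosolic and 7 of the mitochondrial genes.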

Changes related to ribosome biogenesis were particularly subtle and were identified by the computational method provided by GSEA using the complete set of expressed genes without statistical filtering. This approach allowed for an a priori set of genes to be evaluated for significant enrichment without regard for the statistical significance of individual genes. Among the changes uniquely induced by PFOS in Null mice was up-regulation of *Cyp7a1*, an important gene related to bile acid/cholesterol homeostasis. 

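Cyp7a1, which encodes the rate-limiting enzyme of bile acid synthesis from cholesterol, rose in Null mice at both doses of PFOS. Its mean log2 value was 7.24 ± 0.713 (SD, n = 5) in Null controls, 10.16 ± 1.32 (n = 5) at 3 mg/kg, and 9.43 ± 0.737 (n = 5) at 10 mg/kg. These are log2 changes of 2.92 (SE 0.527, adjusted p = 0.00731 from limma) and 2.19 (SE 0.527, adjusted p = 0.0206). In WT mice Cyp7a1 was 8.85 ± 1.763 (SD, n = 5) in the arrays labeled 0 mg/kg, with changes of -1.06 at 3 mg/kg (adjusted p = 1 from limma) and 0.01 at 10 mg/kg (SE 0.69, adjusted p = 0.993). The WT changes without the 2 doubted arrays were -0.03 and 1.04 (adjusted p = 0.991 and 0.252). The change of Cyp7a1 differed between genotypes at 3 mg/kg (3.99, adjusted p = 0.0341 from limma), which did not pass without the 2 arrays (2.96, adjusted p = 0.129). At 10 mg/kg the difference was 2.17 (SE 0.925, adjusted p = 0.226). Of 16 measured genes of bile acid synthesis, Cyp7a1 was the one higher at either dose in Null mice, and 2 were lower at 10 mg/kg, with Cyp39a1, an oxysterol hydroxylase, falling by 1.77 (SE 0.267, adjusted p = 0.00159) and Cyp7b1 by 0.77 (adjusted p = 0.0306). Adjusted over the list alone, 1 was higher at 3 mg/kg, and 3 were higher and 4 lower at 10 mg/kg.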

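The genes of Tables 3–10, of which 31 of 35, 32 of 32, 11 of 13, 40 of 45, 38 of 44, 9 of 11, 50 of 53, and 39 of 69 were measured, table by table, were chosen by the study on these arrays, so their counts are not independent evidence of a direction. In WT mice at 10 mg/kg PFOS, 27 of 31 measured genes of Table 3 (lipid metabolism) were higher and 1 lower at an adjusted p under 0.05 from limma (30 and 1 adjusted over the list alone), the lower one being Acadsb. Of 32 genes of Table 4 (proteasome), 16 were higher (24 higher and 1 lower adjusted over the list alone), and of 11 genes of Table 5 (peroxisome biogenesis), 7 were higher (8 and 1). Of 40 measured genes of Table 6 (inflammatory response), 11 were lower in WT mice (19 adjusted over the list alone), against C1qa, C8g, and Mbl2 in Null mice at the same dose (3 adjusted over the list alone). Of 38 measured genes of Table 7 (xenobiotic metabolism), 16 were higher and 1 lower in Null mice at 10 mg/kg (17 and 1 adjusted over the list alone) and 5 higher and 1 lower in WT mice (13 and 2). Those of WT mice were the epoxide hydrolase Ephx2 (0.74), the glutathione transferases Gstt2 (0.87), Gstm4, and Mgst3 (0.85), Cyp2c38, and, lower, Cyp2c70 (-0.75), and the lower gene in Null mice was Gstk1 (-0.34). Acadsb, Mgst3, and Gstk1 were chosen after their values were seen. Without the 2 doubted arrays labeled WT 0 mg/kg, 19 genes of Table 7 were higher in WT mice, 28 of Table 4 were higher, and 21 of Table 6 were lower. Leaving out 1 array gave 4 to 24 genes higher for Table 4 and 6 to 18 lower for Table 6 (both lowest without replicate 1 of WT 0 mg/kg, among others for Table 6), and 4 to 17 higher for Table 7 (highest without replicate 5 of WT 0 mg/kg). In Null mice, all 9 measured genes of Table 8 (cholesterol biosynthesis) were higher at 3 mg/kg and 7 at 10 mg/kg (9 and 8 adjusted over the list alone). Of 50 measured genes of Table 9 (oxidative phosphorylation), 42 were lower and 1 higher (Uhrf1bp1, 0.29) in Null mice at 3 mg/kg and 35 were lower at 10 mg/kg (47 lower and 1 higher at each dose adjusted over the list alone). Of the 39 measured genes of the 69 in Table 10 (ribosome biogenesis), 10 were lower at 3 mg/kg and Mrpl13, Mrpl33, Rpl41, and Rps29 at 10 mg/kg (22 lower and 1 higher, and 7 lower, adjusted over the list alone). With 1 array left out, 21 (without replicate 4 of Null 0 mg/kg) to 43 genes of Table 9 and 1 (without replicate 2 of Null 3 mg/kg) to 14 of Table 10 were lower at 3 mg/kg.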

Data for individual genes are provided in Tables 3–10.

### 3.3. PCR Confirmation

The results from real-time RT-PCR analysis of selected genes are summarized, along with the corresponding results from the microarray analysis, in Figure 4. 

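On the arrays, Ndufa5, a subunit of respiratory complex I, had a mean log2 value of 10.54 ± 0.183 (SD, n = 5) in Null controls and 9.75 ± 0.214 (n = 5) at 10 mg/kg PFOS. It fell by 0.63 at 3 mg/kg (SE 0.14, adjusted p = 0.0208 from limma) and by 0.79 at 10 mg/kg (SE 0.14, adjusted p = 0.00411). In WT mice the changes of Ndufa5 were 0.16 and 0.14 and did not pass, and at 10 mg/kg the genotypes differed by -0.93 (SE 0.192, adjusted p = 0.0086 from limma). Lss, lanosterol synthase, was represented by a weak probe set, with a mean of 6.47 ± 0.296 (SD, n = 5) in Null controls, on which it rose by 0.94 in Null mice at 3 mg/kg (SE 0.176, adjusted p = 0.00882). Its change of 0.59 at 10 mg/kg did not pass (adjusted p = 0.0535), and in WT mice the changes were 0.03 at each dose and did not pass. On the probe set of Lss with the highest mean, 9.32 ± 0.255 (SD, n = 5) in Null controls, Lss rose by 0.99 (adjusted p = 0.00445) and 1.09 (adjusted p = 0.00149) in Null mice at 3 and 10 mg/kg, and its changes in WT mice were 0.17 (adjusted p = 1) and 0.49 (adjusted p = 0.231).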

The data from both assays were in close agreement. It should be pointed out that while up-regulation of *Cyp2b10* was confirmed in treated WT and Null mice, it remained a low copy number transcript in these animals. Down-regulation of *Ndufa5*, a gene which encodes for a subunit of mitochondrial respiratory chain complex I, could not be confirmed in treated Null mice. This result, however, was not surprising because the changes associated with oxidative phosphorylation in the current study were small and, therefore, difficult to detect given the technical variation normally associated with real-time PCR. As predicted based on the microarray results, PFOS did not appear to up-regulate the expression of *Srebf2*, *P* *p* *a* *r* *g* *c*1*a*, or *Nfe2l2* (*Nrf2*) in either WT or Null mice.

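Srebf2, which encodes the transcription factor SREBP2 of cholesterol synthesis, had log2 changes on the arrays of 0.15 and 0.11 in WT mice at 3 and 10 mg/kg PFOS (adjusted p = 1 and 0.614 from limma). In Null mice its changes were 0.29 (SE 0.106, adjusted p = 0.144) and 0.20 (SE 0.106, adjusted p = 0.283). Nfe2l2, the gene of the oxidative stress regulator NRF2, changed by -0.07 and 0.20 in WT mice and by 0.11 and 0.29 in Null mice, and none passed. The smallest of these adjusted p-values was 0.117, for Nfe2l2 in Null mice at 10 mg/kg. Ppargc1a, the coactivator gene of mitochondrial biogenesis, fell by 1.01 in WT mice at 10 mg/kg (SE 0.213, adjusted p = 0.00911), from 6.49 ± 0.349 (SD, n = 5) in the arrays labeled 0 mg/kg to 5.47 ± 0.527 (n = 5), and by 1.16 without the 2 doubted arrays. The mean at 10 mg/kg lies below 5.65, the level used to remove weak probe sets, so that the size of the change is not well measured. Its change at 3 mg/kg was -0.05. In Null mice it changed by -0.08 and by -0.43 (SE 0.147, adjusted p = 0.0917), and the genotypes differed by 0.58 at 10 mg/kg (adjusted p = 0.28).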

## 4. Discussion

In the current study, exposure to PFOS induced both PPAR*α*-dependent and PPAR*α*-independent effects in the murine liver. In WT mice, the observed changes were primarily indicative of a weak PPAR*α* activator. As such, PFOS induced hepatomegaly and altered the expression of genes related to a number of biological functions known to be regulated by PPAR*α* including lipid metabolism, peroxisome biogenesis, proteasome activation, and the inflammatory response [41–45]. These data are also in agreement with previous studies done in either the adult or fetal rodent [46–50]. Among those effects found to be independent of PPAR*α* was altered expression of genes associated with xenobiotic metabolism, including up-regulation of the CAR inducible gene, *Cyp2b10*. Such changes, which were found in both WT and Null mice, were also consistent with results previously reported by our group for PFOA [32, 33]. Although xenobiotic metabolism can be regulated by more than one nuclear receptor [51], the ability of PFOA or perfluorodecanoic acid (PFDA) to activate CAR has been demonstrated in experiments using multiple receptor-null mouse models [31]; therefore, it is likely that PFOS functions as an activator of CAR as well. Additional PPAR*α*-unrelated effects were further indicated by regulation of a group of genes associated with lipid metabolism and inflammation in both WT and Null mice. As suggested for mice exposed to PFOA [1, 33], such changes could be due to activation of either PPAR*γ* and/or PPAR*β*/*δ*. Indeed, studies done using transient transfection reporter cell assays indicate that PFOS and PFOA have the potential to modestly activate other PPAR isotypes. [39, 40]. Furthermore, peroxisome proliferation, a hallmark of PPAR*α* transactivation, can also be induced in the rodent liver by activating PPAR*γ* and/or PPAR*β*/*δ* [52]; hence, a degree of functional overlap might be expected among the PPAR isotypes. Particularly noteworthy were PPAR*α*-independent effects that were unique to Null mice since they were not previously observed in mice treated with PFOA [1, 33]. These included modified expression of genes associated with ribosome biogenesis, oxidative phosphorylation, and cholesterol biosynthesis. While activation of PPAR*α* has been linked to changes in cholesterol homeostasis [19] and oxidative phosphorylation [53], it should be stressed that such changes were not simply the result of targeted disruption of PPAR*α* because they were observed in treated animals over and above those effects which occurred in Null controls. Moreover, in the current study, genes linked to cholesterol biosynthesis were found to be up-regulated in Null mice, an effect that mirrored changes previously reported in WT mice treated with the PPAR*α* agonist, Wy 14,643 [1]. 

Recognition that PPAR ligands can induce “off-target” effects is not new (for review, see [54]). It is not clear, however, whether the effects described for Null mice in the current study were the result of modified activity of transcription regulators, which only became apparent in the absence of PPAR*α* signaling, or whether these changes represent some other aspect of murine metabolism affected by PFOS. Of interest was up-regulation of *Cyp7a1*. This gene encodes for an enzyme responsible for the rate limiting step in the classical pathway of hepatic bile acid biosynthesis and is important for bile acid/cholesterol homeostasis [55]. While targeted disruption of PPAR*α* does not appear to alter basal levels of *Cyp7a1* [56], PPAR*α* agonists such as, fibrates can reduce both *Cyp7a1* gene expression and bile acid biosynthesis in wild-type rodents [57] possibly by interfering with promoter binding of HNF4 [58]. Regulation of *Cyp7a1* is often associated with the liver X receptor (LXR) [59] but it is tightly controlled by multiple pathways and may be positively regulated by the pregnane X receptor (PXR) [60] and the retinoid X receptor (RXR) as well [61]. While the two LXR subtypes, LXR*α* and LXR*β*, are lipogenic and play a key role in regulating cholesterol homeostasis [62, 63], they are not thought to be positive regulators of genes in the cholesterol biosynthesis pathway [64]. 

Additional signaling pathways that may contribute to the effects observed in Null mice include pathways regulated by Srebf2 (Srebp2) and PPARGC1*α* (PGC-1*α*). Srebf2 is one member of a group of membrane-bound transcription factors that play an important role in maintaining lipid homeostasis. SREBF2 is best known for positively regulating cholesterol synthesis in the liver and other tissues (Horton et al., 1998). While decreased nuclear abundance of SREBP2 has been linked to increased hepatic PPAR*α* activity in rats [65], a PPAR*α*-independent mechanism of action has been suggested in mice as well which, in combination with increased expression of CYP7a1, may paradoxically also function via decreased SREBF2 signaling [66]. It should be noted that transcript levels of *Srebf2* were not affected in the current study nor was PFOS found to alter *Srebf2* expression in cultured chicken hepatocytes [67], although such changes are not necessarily required for transcription factor regulation. Rather than functioning as a transcription factor like SREBP2, PPARGC-1*α* is a transcription coactivator that was first described as a moderator of PPAR*γ*-induced adaptive thermogenesis in brown adipose tissue [68]. PPARGC-1*α* is now known to regulate various aspects of energy metabolism in different tissues by interacting with a host of transcription factors, including PPAR*α* [69, 70]. Certain PPAR ligands have been shown to inhibit oxidative phosphorylation [71–74] and Walters et al. [75] recently reported that high doses of PFOA could modify mitochondrial function in rats via a pathway involving PPARGC-1*α*. Unlike their results, however, PFOS did not induce a change in expression of *Ppargc*-1*α* or its downstream target, *Nrf2*, in the current study. Cellular regulation of metabolism, however, is complex and there are a number of potentially interrelated signaling pathways, including HNF4*α* [76] and TOR [77], that based on their biological function could theoretically be linked to the effects observed in PFOS-treated Null mice. Given the diversity of effects observed in the current study, it is likely that more than one signaling pathway is responsible for the biological activity reported for PFOS. 

Because certain effects were found only in Null mice, their relevance to the toxicity of PFOS is not clear. Although the developmental toxicity of PFOS has been shown to be independent of PPAR*α* in murine neonates [34], it has also been suggested that rather than causing primary alterations to the murine transcriptome, PFOS may alter the physicochemical properties of fetal lung surfactant as the critical event related to toxicity in these animals [78–80]. It should also be stressed that in Null animals the magnitude of change found for certain effects was small, hence, the reported effects in the current study were subtle. On the other hand, these data serve to reinforce two recurring themes regarding the biological activity of PFAAs. First, as a class of compounds, the activity of PFAAs may be quite variable. Differences exist among PFAAs with regard to chain length and functional group which influence, not only the elimination half-life of assorted PFAAs [4, 7] and their ability to activate PPAR*α* [18], but potentially their ability to modify the function of other transcription regulators as well. Second, the biological activity of PFAAs is likely to differ from that observed for fibrate pharmaceuticals, the most commonly studied ligands of PPAR*α*. While much has been learned from studies using fibrate-exposed PPAR*α*-null and PPAR*α*-humanized mice regarding the relevance of chronic PPAR*α* activation to liver tumor formation in humans [22], additional information concerning the biological activity of specific PFAAs remains relevant for risk assessment. 

In summary, PFOS is a PPAR*α* agonist that is capable of inducing a variety of PPAR*α*-independent effects in WT and Null mice, although the toxicological relevance of these changes is uncertain. A number of these effects such as, altered expression of genes involved in lipid metabolism, inflammation, and xenobiotic metabolism were observed in both WT and Null animals, and were consistent with prior studies done with either PFOS or PFOA. Other effects involving genes associated with ribosome biogenesis, oxidative phosphorylation, and cholesterol biosynthesis were unique to Null mice and may represent targeted signaling pathways not yet described for certain PFAAs.

## Figures and Tables

**Figure 1:**
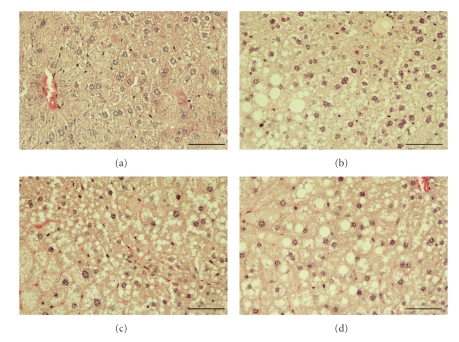
Hematoxylin-and eosin-stained tissue sections from control and PFOS treated mice. Control WT and Null mice are shown in panels (a) and (b), respectively. WT and null mice treated with 10 mg/kg/day PFOS are shown in panels (c) and (d), respectively. Vacuole formation was observed in sections from treated WT mice, and in sections from control and treated Null mice. Mice exposed to 3 mg/kg/day PFOS were similar to controls (data not shown). Bar = 50 *μ*m.

**Figure 2:**
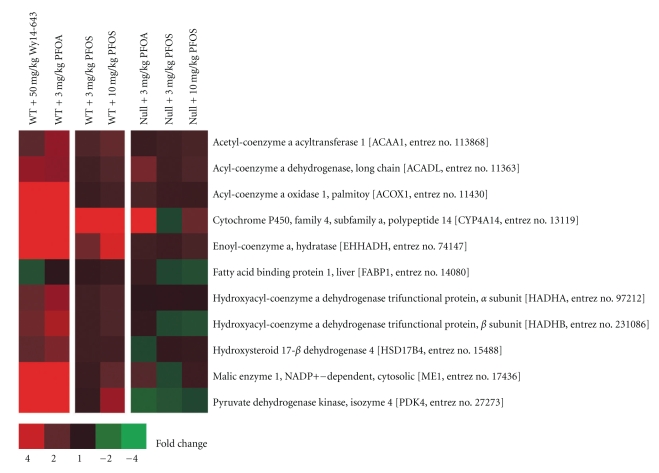
Expression of a group of well characterized markers of PPAR*α* transactivation in WT and Null mice. The response to PFOS in WT mice was less robust than that previously observed for either PFOA or Wy14,643. Red or green correspond to average up- or down- regulation, respectively.

**Figure 3:**
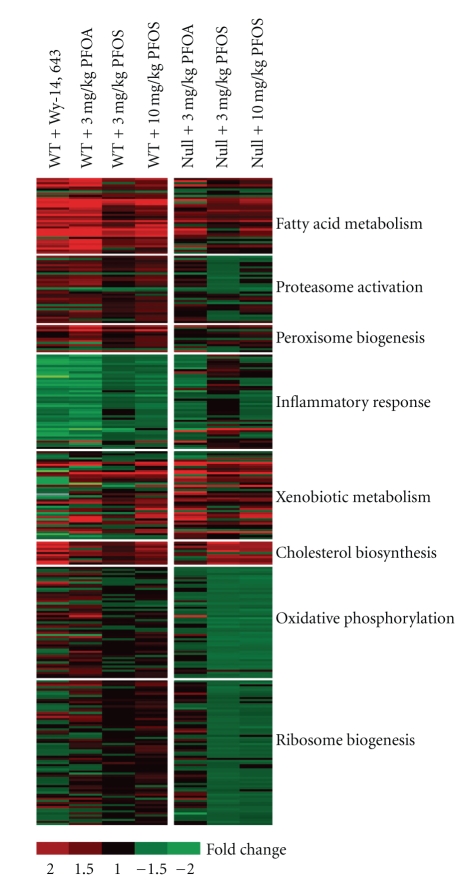
Functional categories of genes modified by PFOS in WT and Null mice. In WT mice, PFOS altered the expression of genes related to a variety of PPAR*α*-regulated functions including lipid metabolism, peroxisome biogenesis, proteasome activation, and the inflammatory response. Genes affected in both WT and Null mice consisted of transcripts related to lipid metabolism, inflammation, and xenobiotic metabolism. Several categories of genes were uniquely regulated by PFOS in Null mice including up-regulation of genes in the cholesterol biosynthesis pathway as well as modest down-regulation of genes associated with oxidative phosphorylation and ribosome biogenesis. Red or green corresponds to average up- or down- regulation, respectively.

**Figure 4:**
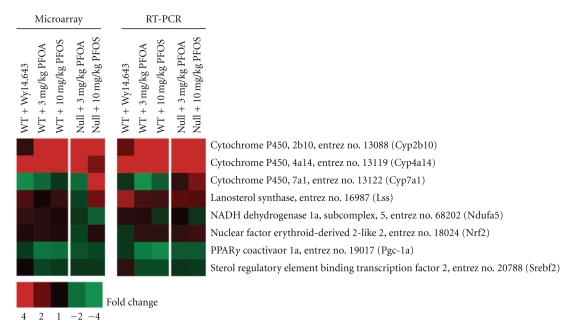
Microarray and Real-time PCR analysis of selected genes. Data from both assays were in close agreement. Small changes in *Ndufa5 *expression, a gene which encodes for a subunit of mitochondrial respiratory chain complex I, could not be confirmed by RT-PCR. As predicted based on microarray analysis, PFOS did not appear to up-regulate the expression of *Srebf2*, *P* *p* *a* *r* *g* *c*1*a* *(Pgc-1a)*, or *Nfe2l2* (*Nrf2*) in WT or Null mice. Red or green correspond to average up- or down- regulation, respectively.

**Table 1:** Average body weight and liver weight of control and PFOS-treated mice on the day of tissue collection.^1^

Dose group	WT			Null		
	Body weight	Total liver weight	Relative liver weight	Body weight	Total liver weight	Relative liver weight
0 mg/kg	28.3 ± .0	1.21 ± 0.17	0.043 ± 0.014	30.3 ± 1.3	1.04 ± 0.06	0.034 ± 0.003
3 mg/kg	26.2 ± 1.5	1.12 ± 0.18	0.043 ± 0.002	28.0 ± 1.2	1.20 ± 0.05	0.043 ± 0.001
10 mg/kg	31.4 ± 1.5	1.98 ± 0.11*	0.062 ± 0.003*	30.2 ± 1.7	1.48 ± 0.16*	0.049 ± 0.012*

^1^Data are mean ± SE, *Significantly different than control (*P* ≤ .05).

**Table 2:** Number of fully annotated genes altered by PFOS, PFOA^1^, or Wy-14,643^1^ in wild-type and PPAR*α*-null mice (*P* ≤ .0025)^2^.

	POS		PFOA	Wy 14,643
	3 mg/kg/day	10 mg/kg/day	3 mg/kg	50 mg/kg/day
Wild-type	81	906	879	902
PPAR*α*-null	630	808	176	10

^1^From Rosen et al. (2008), ^2^ Based on Ingenuity Pathways Analysis database.

**Table 3:** Average fold change for genes related to lipid metabolism in wild-type and PPAR*α*-null male mice following a seven-day exposure to Wy-14,643^1^, PFOA^1^, or PFOS.

				WT				Null	
Symbol	Gene name	Entrez no.	Wy14,643 50 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg
ACAA1	acetyl-CoA acyltransferase 1	113868	1.89	2.92	1.61	2.10**	1.22	1.37	1.53*
ACAA1B	acetyl-CoA acyltransferase 1B	235674	2.38	2.70	1.49	1.40**	3.00	1.09	1.19*
ACAD10	acyl-CoA dehydrogenase, member 10	71985	1.51	2.39	−1.18	1.38**	−1.01	1.05	1.20*
ACADL	acyl-CoA dehydrogenase, long chain	11363	3.03	2.86	1.40	1.68**	2.50	1.34	1.59**
ACADM	acyl-CoA dehydrogenase, C-4 to C-12	11364	1.70	1.30	1.21	1.31**	1.06	1.11	1.10
ACADS	acyl-CoA dehydrogenase, C-2 to C-3	66885	1.03	1.52	1.22	1.31*	−1.13	−1.12	−1.08
ACADSB	acyl-CoA dehydrogenase, short/branched	66885	−1.56	−1.64	−1.04	−1.39**	−1.26	1.00	−1.23
ACADVL	acyl-CoA dehydrogenase, very long chain	11370	1.92	1.80	1.44	1.49**	1.16	1.04	1.12
ACAT1	acetyl-CoA acetyltransferase 1	101446	−1.01	1.10	1.45	1.36*	−1.55	−1.05	−1.17
ACAT2	acetyl-CoA acetyltransferase 2	110460	2.59	1.68	1.14	1.34*	1.26	1.58	1.69**
ACOT1	acyl-CoA thioesterase 1	26897	19.48	73.06	3.27	6.82**	2.95	1.53	2.02
ACOT3	acyl-CoA thioesterase 3	171281	2.55	32.83	2.42	6.41**	−1.59	1.46	1.86
ACOT2	acyl-CoA thioesterase 2	171210	3.83	19.29	1.91	7.32**	1.78	1.25	1.52
ACOX1	acyl-CoA oxidase 1	11430	5.65	7.17	1.23	1.49**	1.51	1.30	1.29**
ACSL1	acyl-CoA synthetase long- chain member1	14081	1.34	2.36	1.28	1.36**	1.01	1.31	1.30
ACSL3	acyl-CoA synthetase long- chain member3	74205	2.25	1.90	1.28	1.69**	1.11	1.77	1.63
ACSL4	acyl-CoA synthetase long- chain member4	50790	1.95	2.00	1.03	1.42*	1.51	1.34	1.29
ACSL5	acyl-CoA synthetase long- chain member5	433256	3.06	2.76	1.24	1.31**	1.38	1.23	1.28
ALDH1A1	aldehyde dehydrogenase 1, member A1	11668	1.56	1.59	1.07	1.12**	1.22	1.16	1.17
ALDH1A7	aldehyde dehydrogenase 1, A7	26358	1.83	1.86	1.12	1.24*	1.55	1.26	1.35
ALDH3A2	aldehyde dehydrogenase 3, member A2	11671	3.65	7.72	2.10	3.80**	2.30	1.73	2.20**
ALDH9A1	aldehyde dehydrogenase 9, member A1	56752	1.80	1.91	1.27	1.50**	1.21	1.05	1.11*
CPT1B	carnitine palmitoyltransferase 1B (muscle)	12896	2.29	1.50	1.23	2.69**	−1.00	1.13	1.11
CPT2	carnitine palmitoyltransferase II	12896	1.33	2.54	1.58	2.03**	1.44	1.15	1.34
CYP4A14	cytochrome P450, 4, a, polypeptide 14	13119	75.38	103.48	11.26	12.28**	12.75	−1.09	2.22
DCI	dodecenoyl-CoA delta isomerase	13177	2.91	4.55	1.90	2.38**	1.99	1.04	1.38*
ECH1	enoyl CoA hydratase 1, peroxisomal	51798	3.27	5.23	1.93	2.49**	2.10	1.16	1.39
EHHADH	enoyl-CoA, hydratase	74147	27.89	22.11	2.37	4.34**	1.37	1.32	1.52*
FABP1	fatty acid binding protein 1, liver	14080	−1.27	1.02	1.11	1.24**	1.25	−1.09	−1.23
HADHA	Trifunctional protein, alpha unit	97212	2.13	2.95	1.37	1.65**	1.01	1.06	1.02
HADHB	Trifunctional protein, beta unit	231086	2.33	3.43	1.37	1.60**	1.08	−1.15	−1.28*
HSD17B4	hydroxysteroid (17-beta) dehydrogenase4	15488	2.03	2.56	1.34	1.45**	−1.13	1.12	1.20*
SLC27A1	solute carrier 27, member 1	26457	9.14	8.22	−1.02	1.14*	−1.57	1.04	1.04
SLC27A2	solute carrier 27, member 2	26458	1.48	1.80	1.19	1.16**	1.33	1.10	1.05
SLC27A4	solute carrier 27, member 4	26569	1.87	1.91	1.04	1.31**	−1.03	1.09	1.07

^1^From Rosen et al. (2008),

*Significantly different than control (*P* ≤ .03),

**Significantly different than control (*P* ≤ .0025)

**Table 4:** Average fold change for genes related to proteasome biogenesis in wild-type and PPAR*α*-null male mice following a seven-day exposure to Wy-14,643^1^, PFOA^1^, or PFOS.

					WT			Null	
Symbol	Gene name	Entrez no.	Wy14,643 50 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg
PSMA1	proteasome unit, alpha type, 1	26440	1.61	1.38	1.15	1.31*	1.17	−1.29	−1.34
PSMA2	proteasome unit, alpha type, 2	19166	−1.46	−1.15	1.09	1.23**	−1.34	−1.20	−1.07
PSMA3	proteasome unit, alpha type, 3	19167	1.33	1.22	1.12	1.14	1.28	−1.13	−1.17
PSMA4	proteasome unit, alpha type, 4	26441	1.19	1.32	1.10	1.19*	1.01	−1.04	1.05
PSMA5	proteasome unit, alpha type, 5	26442	1.67	1.59	1.12	1.26**	1.15	−1.12	1.09
PSMA6	proteasome unit, alpha type, 6	26443	1.20	1.29	1.14	1.24**	1.06	−1.14	−1.06
PSMA7	proteasome unit, alpha type, 7	26444	1.47	1.60	1.23	1.53**	1.23	−1.12	1.11
PSMB1	proteasome unit, beta type, 1	19170	1.09	1.29	1.07	1.28*	1.04	−1.17	1.13*
PSMB10	proteasome unit, beta type, 10	19171	−1.42	−1.48	−1.25	−1.19	−1.57	−1.14	−1.21**
PSMB2	proteasome unit, beta type, 2	26445	1.33	1.48	1.05	1.31**	1.02	−1.20	1.05
PSMB3	proteasome unit, beta type, 3	26446	1.22	1.47	1.21	1.36**	1.04	−1.37	−1.20
PSMB4	proteasome unit, beta type, 4	19172	1.59	1.65	1.27	1.55**	1.22	−1.12	1.09
PSMB5	proteasome unit, beta type, 5	19173	1.34	1.74	1.04	1.24**	1.02	−1.15	1.03
PSMB6	proteasome unit, beta type, 6	19175	1.54	1.83	1.08	1.24*	1.19	−1.23	−1.09
PSMB7	proteasome unit, beta type, 7	19177	1.46	1.33	1.07	1.15**	1.13	−1.17	−1.09
PSMB8	proteasome unit, beta type, 8	16913	−1.61	−2.00	−1.44	−1.51	−1.38	−1.23	−1.45**
PSMB9	proteasome unit, beta type, 9	16912	1.24	−1.12	−1.31	−1.09	−1.10	−1.11	−1.30**
PSMC1	proteasome 26S unit, ATPase, 1	19179	1.44	1.00	1.19	1.15*	1.11	−1.06	1.01
PSMC6	proteasome 26S unit, ATPase, 6	67089	1.18	1.21	1.09	−1.02	1.07	1.14	−1.16
PSMD1	proteasome 26S unit, non-ATPase, 1	70247	1.20	1.22	1.15	1.25**	1.09	1.03	1.15
PSMD11	proteasome 26S unit, non-ATPase, 11	69077	1.56	1.38	1.09	1.26*	−1.17	1.16	1.32
PSMD12	proteasome 26S unit, non-ATPase, 12	66997	1.34	1.27	1.10	1.14	1.20	−1.03	1.04
PSMD13	proteasome 26S unit, non-ATPase, 13	23997	1.21	1.38	1.14	1.26*	−1.03	−1.38	−1.42**
PSMD14	proteasome 26S unit, non-ATPase, 14	59029	−1.39	−1.42	1.17	1.31*	1.31	1.01	1.17
PSMD2	proteasome 26S unit, non-ATPase, 2	21762	1.34	1.32	1.14	1.24*	1.10	1.09	1.30**
PSMD3	proteasome 26S unit, non-ATPase, 3	22123	−1.35	−1.19	1.17	1.29*	1.08	1.04	1.22*
PSMD4	proteasome 26S unit, non-ATPase, 4	19185	1.31	1.92	1.19	1.38**	1.03	−1.07	1.17*
PSMD6	proteasome 26S unit, non-ATPase, 6	66413	1.17	1.33	1.10	1.14*	1.07	−1.06	1.04
PSMD7	proteasome 26S unit, non-ATPase, 7	17463	1.13	1.27	1.13	1.24*	1.02	−1.19	−1.22*
PSMD8	proteasome 26S unit, non-ATPase, 8	57296	1.68	1.24	1.03	1.30**	1.16	−1.15	−1.00
PSME1	proteasome activator unit 1	19186	1.22	−1.00	−1.05	1.32**	1.27	−1.10	−1.09
VCP	valosin−containing protein	269523	1.40	1.49	1.04	1.12	1.07	1.13	1.21**

^1^From Rosen et al. (2008),

*Significantly different than control (*P* ≤ .03),

**Significantly different than control (*P* ≤ .0025).

**Table 5:** Average fold change for genes related to peroxisome biogenesis in wild-type and PPAR*α*-null male mice following a seven-day exposure to Wy-14,643^1^, PFOA^1^, or PFOS.

					WT			Null	
Symbol	Gene name	Entrez no.	Wy14,643 50 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg
PECI	peroxisome D3, D2-enoyl- CoA isomerase	23986	1.73	3.15	1.61	1.87**	1.96	1.42	1.57**
PEX1	peroxisomal biogenesis factor 1	71382	1.25	1.84	1.07	1.21**	−1.02	1.10	1.14*
PEX11A	peroxisomal biogenesis factor 11 alpha	18631	1.80	6.71	1.70	2.99**	1.04	−1.09	−1.11
PEX12	peroxisomal biogenesis factor 12	103737	1.07	1.36	1.11	1.17*	1.09	1.17	1.30*
PEX13	peroxisomal biogenesis factor 13	72129	1.04	1.58	1.01	1.09	1.02	1.09	1.16*
PEX14	peroxisomal biogenesis factor 14	56273	1.06	1.24	1.03	1.25*	1.03	1.05	1.13
PEX16	peroxisomal biogenesis factor 16	18633	1.51	1.44	1.13	1.33**	−1.00	−1.12	−1.03
PEX19	peroxisomal biogenesis factor 19	19298	1.61	2.25	1.19	1.36**	1.12	1.15	1.32**
PEX26	peroxisomal biogenesis factor 26	74043	−1.32	−1.86	1.01	1.26	1.01	1.29	1.10
PEX3	peroxisomal biogenesis factor 3	56535	1.50	1.77	1.13	1.37**	−1.05	1.09	1.20*
PEX6	peroxisomal biogenesis factor 6	224824	1.08	−1.06	1.12	1.16	1.30	−1.08	1.09
PXMP2	peroxisomal membrane protein 2	19301	−1.22	−1.29	−1.08	−1.20*	−1.28	−1.13	−1.06
PXMP4	peroxisomal membrane protein 4	59038	1.62	2.09	1.61	1.62*	1.99	−1.03	1.01

^1^From Rosen et al. [1],

*Significantly different than control (*P* ≤ .03),

**Significantly different than control (*P* ≤ .0025).

**Table 6:** Average fold change for genes related to the inflammatory response in wild-type and PPAR*α*-null male mice following a seven-day exposure to Wy-14,643^1^, PFOA^1^, or PFOS.

					WT			Null	
Symbol	Gene name	Entrez no.	Wy14,643 50 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg
APCS	amyloid P component, serum	20219	−1.50	−2.33	−1.23	−1.28	−1.19	1.41	1.13
C1QA	complement component 1QA	12259	−1.75	−1.40	−1.13	−1.17	−1.31	−1.24	−1.34**
C1R	complement component 1r	50909	−2.67	−1.78	−1.15	−1.23*	−1.22	1.16	−1.17*
C1S	complement component 1s	317677	−3.73	−2.53	−1.14	−1.62**	−1.52	1.06	−1.11
C2	complement component 2	12263	−2.56	−1.91	−1.37	−1.32*	−1.18	1.10	1.11
C3	complement component 3	12266	−1.41	−1.41	−1.04	−1.04	−1.22	1.13	1.08*
C4B	complement component 4B	12268	−2.35	−2.15	−1.08	−1.28	−1.91	1.15	−1.13
C4BP	complement component 4 binding prot	12269	−1.86	−1.82	−1.11	−1.19	1.02	1.39	1.13
C6	complement component 6	12274	−2.66	−1.27	−1.35	−1.08	1.90	1.12	1.06
C8A	complement component 8, alpha	230558	−3.62	−1.94	−1.17	−1.31*	−1.17	1.19	1.04
C8B	complement component 8, beta	110382	−5.25	−2.99	−1.20	−1.60**	−1.12	1.11	1.02
C8G	complement component 8, gamma	69379	−1.59	−1.35	−1.05	−1.17*	−1.34	−1.10	−1.17**
C9	complement component 9	12279	−2.12	−2.64	−1.35	−1.58**	−1.46	1.08	−1.19*
CFB	complement factor B	14962	−1.81	−1.77	−1.07	−1.26	−1.39	1.07	−1.11
CFH	complement factor H	12628	−2.39	−2.30	−1.19	−1.62	−1.76	1.45	−1.35
CFI	complement factor I	12630	−1.63	−1.77	−1.06	−1.15	−1.06	1.12	1.04
CRP	C−reactive protein	12944	−1.33	−1.39	−1.01	−1.15*	1.32	1.14	1.13
CTSC	cathepsin C	13032	−1.56	−2.52	1.01	−1.36	−1.96	1.04	−1.35
F10	coagulation factor X	14058	−1.62	−1.42	−1.09	−1.13	−1.00	1.07	−1.07
F11	coagulation factor XI	109821	−2.17	−2.68	−1.41	−2.08**	−1.08	−1.08	−1.34*
F12	coagulation factor XII	58992	−1.22	−1.35	−1.05	−1.14	−1.21	−1.07	−1.12*
F13B	coagulation factor XIII, B polypeptide	14060	−1.41	−1.54	−1.11	−1.22**	1.02	1.02	−1.12
F2	coagulation factor II (thrombin)	14061	−1.19	−1.20	−1.02	−1.13*	−1.10	1.02	−1.02
F5	coagulation factor V	14067	−1.78	−1.53	−1.09	−1.44*	−1.41	1.08	−1.34*
F7	coagulation factor VII	14068	−2.68	−2.15	−1.09	−1.46**	−1.23	1.03	−1.03
F9	coagulation factor IX	14071	−1.42	−1.43	−1.02	−1.39*	−1.33	1.07	−1.19
FGA	fibrinogen alpha chain	14161	−1.27	−1.75	1.00	−1.12	−1.07	1.05	−1.07
FGB	fibrinogen beta chain	110135	−1.32	−1.97	1.03	−1.15	−1.25	1.08	−1.07
FGG	fibrinogen gamma chain	99571	−1.14	−1.68	1.02	−1.15*	−1.08	1.04	−1.06
KLKB1	kallikrein B, plasma (Fletcher factor) 1	16621	−1.58	−1.76	−1.09	−1.39*	−1.05	−1.03	−1.18*
LUM	lumican	17022	−1.34	−1.27	1.02	−1.20*	−1.66	1.03	−1.27
MASP1	Mannan- binding lectin1	17174	−1.23	−1.62	−1.19	−1.18*	1.11	1.18	1.17*
MBL2	Mannose-binding lectin 2	17195	−1.77	−2.18	−1.12	−1.23*	−1.36	−1.20	−1.28**
ORM2	orosomucoid 2	18405	−1.96	−2.04	−1.26	−1.21	−1.16	1.30	1.05
PROC	protein C	19123	−1.49	−1.50	−1.02	−1.13*	−1.09	−1.01	−1.09*
SAA1	serum amyloid A1	20209	−3.71	−3.98	−2.75	1.04	−2.76	6.51	2.55
SAA2	serum amyloid A2	20210	−1.75	−1.30	−1.79	−1.29	3.05	1.44	1.22
SAA4	serum amyloid A4, constitutive	20211	−2.19	−1.45	−1.06	−1.27	−1.02	1.47	−1.05
SERPINA1	serpin peptidase inhibitor, clade A1	20701	−3.43	−2.07	−1.03	−1.05**	−1.16	1.11	−1.33
SERPINC1	serpin peptidase inhibitor, clade C1	11905	−1.19	−1.21	−1.03	−1.08*	−1.02	−1.04	−1.06*
SERPIND1	serpin peptidase inhibitor, clade D1	15160	−1.62	−1.70	−1.08	−1.25**	−1.05	1.09	1.05
SERPINE1	serpin peptidase inhibitor, clade E1	18787	1.44	9.75	1.03	1.85**	2.95	1.03	1.26*
SERPINF2	serpin peptidase inhibitor, clade F2	18816	−1.15	−1.87	1.01	−1.13*	1.02	1.12	1.05
SERPING1	serpin peptidase inhibitor, clade G1	12258	−1.23	−1.37	−1.12	−1.13	−1.07	1.12	1.02
VWF	von Willebrand factor	22371	1.06	1.12	−1.25	1.07	−1.51	1.22	1.14

^1^From Rosen et al. [1],

*Significantly different than control (*P* ≤ .03),

**Significantly different than control (*P* ≤ .0025).

**Table 7:** Average fold change for genes related to xenobiotic metabolism in wild-type and PPAR*α*-null male mice following a seven-day exposure to Wy-14,643^1^, PFOA^1^, or PFOS.

					WT			Null	
Symbol	Gene name	Entrez no.	Wy14,643 50 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg
ADH1C	alcohol dehydrogenase 1C	11522	1.27	1.02	−1.00	1.02	−1.09	−1.02	−1.04
ADH5	alcohol dehydrogenase 5	11532	−1.18	1.10	1.09	−1.04	−1.02	1.11	1.14
ADH7	alcohol dehydrogenase 7	11529	−1.51	1.06	−1.01	−1.06	−1.71	−1.01	−1.01
ALDH1L1	aldehyde dehydrogenase 1L1	107747	−1.29	−1.85	−1.08	−1.18*	−1.41	1.76	1.68**
ALDH3B1	aldehyde dehydrogenase 3B1	67689	1.12	1.04	−1.11	1.04	1.48	−1.03	−1.11
CES1	carboxylesterase 1	12623	1.43	2.29	1.61	2.62**	3.15	4.80	4.84**
CES2	carboxylesterase 2	234671	3.37	5.75	1.03	2.29	4.25	1.41	1.74*
CYP1A1	cytochrome P450,1A1	13076	1.25	−1.93	−1.05	1.08	−1.02	1.34	1.49**
CYP1A2	cytochrome P450,1A2	13077	−1.67	−1.24	−1.13	1.10	1.26	1.15	1.25*
CYP2A4	cytochrome P450,2A4	13087	−4.26	1.33	1.08	2.01	5.82	1.28	1.57**
CYP2B10	cytochrome P450,2B10	13088	1.31	4.39	3.50	5.92*	24.20	11.34	21.66**
CYP2C55	cytochrome P450,2C55	72082	1.58	21.72	1.54	8.37*	110.35	10.57	25.18**
CYP2C37	cytochrome P450,2C37	13096	−2.42	1.57	1.39	1.48	4.09	1.53	1.68
CYP2C38	cytochrome P450, 2C38	13097	1.62	1.12	1.78	2.30**	−1.42	−1.26	1.03
CYP2C39	cytochrome P450, 2C39	13098	2.45	1.51	1.65	1.51	−1.42	1.11	−1.01
CYP2C50	cytochrome P450,2C50	107141	−2.63	1.31	1.11	1.19	1.71	1.34	1.26
CYP2C54	cytochrome P450,2C54	404195	−2.98	1.44	1.16	1.14	1.87	1.29	1.35**
CYP2C70	cytochrome P450,2C70	226105	−2.75	−4.22	−1.23	−1.68*	−1.05	−1.05	1.04
CYP2C65	cytochrome P450,2C65	72303	1.44	1.63	−1.93	1.98	46.78	2.28	8.63**
CYP2D10	cytochrome P450,2D10	13101	−1.47	−1.09	−1.02	−1.03	1.33	−1.00	1.02
CYP2D26	cytochrome P450,2D26	76279	−1.17	−1.21	1.06	−1.01	−1.12	−1.03	−1.08
CYP3A11	cytochrome P450,3A11	13112	−1.23	1.40	1.03	1.06	4.61	1.12	1.20
CYP3A41A	cytochrome P450,3A41A	53973	−2.08	1.11	1.24	1.58*	2.01	1.39	1.25
CYP3A25	cytochrome P450,3A25	56388	−1.94	−1.70	1.01	−1.01	1.04	1.13	1.12
CYP3A13	cytochrome P450,3A13	13113	−1.54	1.19	1.22	1.38*	1.52	1.75	1.62**
EPHX1	epoxide hydrolase 1, microsomal	13849	1.22	1.78	1.16	1.60*	1.82	1.33	1.59*
EPHX2	epoxide hydrolase 2, cytoplasmic	13850	2.25	2.34	1.45	1.67**	1.04	1.05	1.07
GSTA3	glutathione S-transferase A3	14859	1.08	−1.04	1.05	1.26	1.11	1.11	1.13
GSTA4	glutathione S-transferase A4	14860	−2.01	−1.10	−1.02	1.52	1.37	−1.20	1.36
GSTA5	glutathione S-transferase A5	14857	−1.12	1.44	1.19	2.76*	2.26	1.15	2.13
GSTK1	glutathione S-transferase kappa 1	76263	1.85	1.43	1.02	−1.04	−1.30	−1.26	−1.27
GSTM1	glutathione S-transferase M1	14863	−2.12	−1.56	−1.51	1.77	2.54	1.18	1.97
GSTM3	glutathione S-transferase, mu 3	14864	−1.32	1.50	1.16	2.44*	1.83	1.57	2.59*
GSTM4	glutathione S-transferase M4	14865	2.07	3.13	1.30	2.40*	2.48	1.40	2.63*
GSTP1	glutathione S-transferase pi 1	14870	−2.79	4.14	−1.16	1.00	2.87	−1.06	−1.03
GSTT2	glutathione S-transferase theta 2	14872	1.64	2.74	1.42	1.83**	1.13	1.16	1.43**
GSTT3	glutathione S-transferase, theta 3	103140	2.10	1.13	1.41	1.61	1.77	1.30	1.85**
GSTZ1	glutathione transferase zeta 1	14874	−1.36	−1.14	−1.03	−1.08	1.01	1.03	1.01
MGST1	microsomal glutathione S-transferase 1	56615	1.28	1.24	−1.02	1.01	1.21	1.04	1.01
MGST3	microsomal glutathione S-transferase 3	66447	1.73	1.60	1.24	1.80*	−1.54	−1.31	−1.06
POR	P450 (cytochrome) oxidoreductase	18984	−1.26	2.63	1.27	1.94	2.04	2.91	3.30**
UGT2B17	UDP glucuronosyltransferase 2B17	71773	−3.90	−1.13	−1.03	1.02	1.24	1.03	−1.01
UGT2B4	UDP glucuronosyltransferase 2B4	552899	−1.37	−1.93	−1.26	−1.23*	1.35	1.01	1.03
UGT2B7	UDP glucuronosyltransferase 2B7	231396	−1.19	−1.20	−1.05	−1.05	1.16	1.04	−1.00

^1^From Rosen et al. (2008),

*Significantly different than control (*P* ≤ .03),

**Significantly different than control (*P* ≤ .0025).

**Table 8:** Average fold change for genes related to cholesterol biosynthesis in wild-type and PPAR*α*-null male mice following a seven-day exposure to Wy-14,643^1^, PFOA^1^, or PFOS.

					WT			Null	
Symbol	Gene name	Entrez no.	Wy14,643 50 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg
CYP51	cytochrome P450, family 51	13121	2.85	1.37	1.27	2.10*	1.37	2.99	1.93**
FDFT1	farnesyl-diphosphate farnesyltransferase 1	14137	2.30	1.28	1.29	1.73*	1.09	2.00	1.92**
FDPS	farnesyl diphosphate synthase	110196	3.19	1.79	1.16	1.38	1.83	1.84	1.96**
HMGCR	3-hydroxy-3-methylglutaryl -CoA reductase	15357	1.79	−1.08	1.19	1.97**	1.20	1.85	1.80*
HMGCS1	3-hydroxy-3-methylglutaryl -CoA synthase 1	208715	6.67	1.79	1.15	1.61	−1.06	3.11	1.86*
HMGCS2	3-hydroxy-3-methylglutaryl -CoA synthase 2	15360	1.17	1.54	1.28	1.34*	1.25	−1.08	−1.28*
IDI1	isopentenyl-diphosphate delta isomerase 1	319554	3.14	1.61	1.35	1.62	1.40	1.96	1.57*
LSS	lanosterol synthase	16987	1.73	1.08	1.12	1.41	−1.26	1.98	2.13**
MVK	mevalonate kinase	17855	1.45	−1.24	1.12	1.22	−1.02	1.57	1.52**
PMVK	phosphomevalonate kinase	68603	3.23	2.04	1.36	1.51*	1.20	1.58	1.53**
SQLE	squalene epoxidase	20775	3.10	1.05	1.17	1.46	1.26	2.25	1.98**

^1^From Rosen et al. (2008), *Significantly different than control (*P* ≤ .03),

**Significantly different than control (*P* ≤ .0025).

**Table 9:** Average fold change for genes related to oxidative phosphorylation/electron transport in wild-type and PPAR*α*-null male mice following a seven-day exposure to Wy-14,643^1^, PFOA^1^, or PFOS.

					WT			Null	
Symbol	Gene name	Entrez no.	Wy14,643 50 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg
ATP5D	ATP synthase H+ transporting, F1delta	66043	1.03	1.10	1.04	1.09	−1.17	−1.22	−1.13*
ATP5E	ATP synthase H+ transporting, F1epsilon	67126	−1.10	1.21	−1.00	1.03	−1.17	−1.32	−1.38**
ATP5G2	ATP synthase H+ transporting, F0, C2	67942	−1.09	−1.03	1.10	−1.10	−1.10	−1.33	−1.26**
ATP5G3	ATP synthase H+ transporting, F0, C3	228033	1.62	1.48	−1.01	1.05	−1.10	−1.12	−1.10**
ATP5H	ATP synthase H+ transporting, F0, D	71679	1.18	1.10	1.05	1.06	−1.01	−1.30	−1.38**
ATP5I	ATP synthase H+ transporting, F0, E	11958	−1.01	−1.45	−1.03	1.10	1.17	−1.38	−1.50**
ATP5J	ATP synthase H+ transporting, F0, F6	11957	−1.20	1.44	−1.04	−1.07	−1.14	−1.25	−1.35**
ATP5J2	ATP synthase H+ transporting,F0, F2	57423	2.38	−1.56	−1.05	−1.09	1.03	−1.29	−1.35**
ATP5L	ATP synthase H+ transporting, F0, G	27425	1.58	1.21	−1.02	1.00	−1.05	−1.33	−1.30**
ATP5O	ATP synthase H+ transporting, F1, O	28080	1.12	1.16	1.06	1.22	−1.03	−1.33	−1.31**
ATP6V0B	ATPase, H+ transporting, V0 unit b	114143	−1.37	−1.25	1.03	−1.09	1.05	−1.22	−1.20**
ATP6V1F	ATPase, H+ transporting, V1 unit F	66144	−1.18	1.23	1.00	1.05	1.01	−1.33	−1.28**
COX4I1	cytochrome c oxidase unit IV isoform 1	12857	1.14	1.15	1.02	1.03	−1.15	−1.19	−1.16**
COX5A	cytochrome c oxidase unit Va	12858	1.25	1.12	−1.02	1.09	−1.13	−1.26	−1.33**
COX5B	cytochrome c oxidase unit Vb	12859	1.19	1.33	1.09	1.08	−1.27	−1.27	−1.35**
COX6B1	cytochrome c oxidase unit VIb1	110323	1.32	1.39	−1.01	1.10*	−1.12	−1.25	−1.19*
COX6C	cytochrome c oxidase unit VIc	12864	1.62	−1.23	1.03	−1.05	1.21	−1.22	−1.25**
COX7A2	cytochrome c oxidase unit VIIa 2	12866	−1.68	−1.08	−1.04	−1.04	−1.57	−1.39	−1.37**
COX7C	cytochrome c oxidase unit VIIc	12867	1.22	1.32	−1.03	−1.28*	−1.05	−1.23	−1.19**
COX8A	cytochrome c oxidase unit 8A	12868	1.34	1.34	1.02	1.04	1.07	−1.23	−1.13*
NDUFA1	NADH dehydrogenase 1 alpha1	54405	−1.19	1.13	−1.03	−1.11	−1.25	−1.31	−1.49**
NDUFA2	NADH dehydrogenase 1 alpha 2	17991	1.06	1.18	1.04	1.04	−1.06	−1.26	−1.33**
NDUFA3	NADH dehydrogenase 1 alpha 3	66091	1.60	1.60	1.06	1.16*	−1.06	−1.37	−1.30**
NDUFA4	NADH dehydrogenase 1 alpha 4	17992	1.02	2.46	−1.00	1.01	3.16	−1.12	−1.11**
NDUFA5	NADH dehydrogenase 1 alpha 5	68202	1.41	1.26	1.10	1.11	−1.07	−1.55	−1.73**
NDUFA6	NADH dehydrogenase 1 alpha 6	67130	1.10	1.06	1.02	−1.04	−1.02	−1.34	−1.29**
NDUFA7	NADH dehydrogenase 1 alpha 7	66416	−1.14	−1.01	1.09	1.12	−1.17	−1.45	−1.38**
NDUFA8	NADH dehydrogenase 1 alpha 8	68375	1.14	1.33	1.00	1.09	1.05	−1.29	−1.18*
NDUFA12	NADH dehydrogenase 1 alpha12	66414	1.47	1.16	−1.03	1.06	1.06	−1.51	−1.40**
NDUFA13	NADH dehydrogenase 1 alpha13	67184	−1.12	−1.16	−1.03	−1.03	−1.08	−1.26	−1.28**
NDUFA9	NADH dehydrogenase 1 alpha 9	66108	1.18	1.07	1.02	−1.01	−1.09	−1.20	−1.19**
NDUFAB1	NADH dehydrogenase 1, alpha/beta 1	70316	1.56	1.19	1.05	1.23*	−1.07	−1.31	−1.44*
NDUFB2	NADH dehydrogenase 1 beta 2	68198	−2.31	−3.32	1.04	1.11	1.49	−1.31	−1.35**
NDUFB3	NADH dehydrogenase 1 beta 3	66495	1.55	1.93	1.09	1.19	1.05	−1.41	−1.32**
NDUFB4	NADH dehydrogenase 1 beta 4	68194	−1.03	1.17	−1.01	1.06	−1.13	−1.45	−1.46**
NDUFB5	NADH dehydrogenase 1 beta 5	66046	1.21	1.13	1.08	1.03	1.05	−1.28	−1.41**
NDUFB6	NADH dehydrogenase 1 beta 6,	230075	1.32	−1.03	1.04	1.19	−1.02	−1.38	−1.36**
NDUFB7	NADH dehydrogenase 1 beta 7,	66916	1.02	1.14	1.04	1.11	−1.11	−1.40	−1.29**
NDUFB9	NADH dehydrogenase 1 beta 9,	66218	1.19	1.01	1.05	1.01	−1.08	−1.22	−1.25**
NDUFB11	NADH dehydrogenase 1 beta 11	104130	−1.29	1.05	1.05	1.06	−1.00	−1.26	−1.23**
NDUFC1	NADH dehydrogenase 1 unknown 1	66377	−1.28	1.84	1.07	1.21*	1.17	−1.28	−1.37**
NDUFC2	NADH dehydrogenase 1 unknown, 2	68197	−1.02	1.13	1.06	1.06	−1.13	−1.37	−1.33**
NDUFS4	NADH dehydrogenase Fe-S protein 4	17993	1.51	1.21	1.12	−1.12	1.07	−1.41	−1.40**
NDUFS5	NADH dehydrogenase Fe-S protein 5	595136	1.16	1.13	−1.01	1.08	1.02	−1.37	−1.44**
NDUFS7	NADH dehydrogenase Fe-S protein 7	75406	1.09	1.40	1.09	1.13*	1.07	−1.28	−1.15
NDUFS6	NADH dehydrogenase Fe-S protein 6	407785	−1.32	1.06	−1.01	1.02	−1.14	−1.30	−1.32**
NDUFV2	NADH dehydrogenase flavoprotein 2	72900	1.38	1.09	1.06	1.07	−1.02	−1.24	−1.24**
NDUFV3	NADH dehydrogenase flavoprotein 3,	78330	1.12	1.16	−1.03	−1.01	−1.14	−1.35	−1.39**
UCRC	ubiquinol-cytochrome c reductase	66152	1.58	1.26	1.10	1.27	1.07	−1.40	−1.27**
UHRF1BP1	UHRF1 binding protein 1	224648	−1.03	1.36	−1.08	1.06	1.15	1.23	1.15**
UQCR	ubiquinol-cytochrome c reductase	66594	1.26	1.40	1.04	1.14*	1.09	−1.28	−1.19*
UQCRC2	ubiquinol-cytochrome c reductase CP II	67003	1.09	1.17	1.07	1.13	−1.04	−1.11	−1.27*
UQCRQ	ubiquinol-cytochrome c reductase 3 unit 7	22272	1.01	1.08	1.07	1.12*	−1.07	−1.18	−1.21**

^1^From Rosen et al. [1], *Significantly different than control (*P* ≤ .03),**Significantly different than control (*P* ≤ .0025).

**Table 10:** Average fold change for genes related to ribosome biogenesis following a seven-day exposure to Wy-14,643^1^, PFOA^1^, or PFOS in wild-type and PPAR*α*-null male mice.

					WT			Null	
Symbol	Gene name	Entrez no.	Wy14,643 50 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg	PFOA 3 mg/kg	PFOS 3 mg/kg	PFOS 10 mg/kg
MRPL12	mitochondrial ribosomal protein L12	56282	−1.16	1.25	1.07	1.14*	−1.16	−1.18	−1.12*
MRPL13	mitochondrial ribosomal protein L13	68537	1.32	1.33	1.12	1.35*	1.01	−1.21	−1.42**
MRPL17	mitochondrial ribosomal protein L17	27397	1.68	1.76	1.10	1.43**	1.13	−1.13	1.09
MRPL23	mitochondrial ribosomal protein L23	19935	−1.14	−1.04	−1.00	1.10	1.09	−1.38	−1.20*
MRPL33	mitochondrial ribosomal protein L33	66845	1.22	1.26	1.07	1.05	1.04	−1.29	−1.28**
MRPS12	mitochondrial ribosomal protein S12	24030	−1.24	1.18	1.05	1.12	1.02	−1.27	−1.15
MRPS18A	mitochondrial ribosomal protein S18A	68565	−1.46	1.34	1.04	1.28*	1.60	−1.19	−1.06
RPL10	ribosomal protein L10	110954	−1.15	−1.21	1.02	1.03	1.07	−1.10	−1.02
RPL10A	ribosomal protein L10A	19896	−1.11	1.10	1.03	1.05	1.00	−1.07	1.01
RPL11	ribosomal protein L11	67025	1.14	1.12	1.10	1.11*	1.15	−1.15	−1.09
RPL12	ribosomal protein L12	269261	1.01	1.37	1.08	1.15*	1.11	−1.08	1.05
RPL13A	ribosomal protein L13a	22121	−1.14	1.03	1.07	1.12*	−1.17	−1.15	−1.10
RPL14	ribosomal protein L14	67115	−1.28	−1.06	1.15	1.23**	−1.13	−1.18	−1.22*
RPL17	ribosomal protein L17	319195	−1.27	1.15	1.03	1.12	−1.52	−1.10	−1.09
RPL18	ribosomal protein L18	19899	−1.11	1.28	1.04	1.07*	1.19	−1.27	−1.09*
RPL18A	ribosomal protein L18a	76808	1.65	−1.37	1.04	1.11*	1.08	−1.15	−1.02
RPL19	ribosomal protein L19	19921	1.22	1.23	1.01	1.05	1.07	−1.11	−1.03
RPL21	ribosomal protein L21	19933	2.00	1.55	1.03	1.09	1.18	−1.20	−1.18
RPL22	ribosomal protein L22	19934	1.17	1.45	1.06	1.29**	1.08	−1.25	−1.14*
RPL23	ribosomal protein L23	65019	−1.07	1.35	1.06	1.06	1.22	−1.24	−1.16
RPL24	ribosomal protein L24	68193	−1.13	1.07	1.06	1.09*	−1.00	−1.19	−1.11*
RPL26	ribosomal protein L26	19941	1.04	1.22	1.03	1.03	1.07	−1.22	−1.18**
RPL27	ribosomal protein L27	19942	1.04	−1.01	1.08	1.38**	1.06	−1.25	−1.40*
RPL27A	ribosomal protein L27a	26451	−1.07	1.07	−1.00	1.17	1.26	−1.17	−1.09
RPL28	ribosomal protein L28	19943	1.29	1.04	1.01	1.11*	1.67	−1.22	−1.10
RPL29	ribosomal protein L29	19944	1.16	−1.30	1.04	1.09	1.08	−1.23	−1.17
RPL3	ribosomal protein L3	27367	−1.00	−1.14	1.01	1.09	−1.01	−1.03	1.06
RPL30	ribosomal protein L30	19946	−1.15	−1.07	1.02	−1.21	−1.04	−1.29	−1.23**
RPL31	ribosomal protein L31	114641	1.11	1.37	1.09	1.05	1.29	−1.18	−1.12*
RPL32	ribosomal protein L32	19951	1.06	1.11	1.02	1.12*	1.08	−1.16	−1.03
RPL34	ribosomal protein L34	68436	−1.26	1.16	−1.07	1.05	−1.04	−1.22	−1.31**
RPL35	ribosomal protein L35	66489	−1.03	1.15	1.13	1.26**	1.04	−1.17	−1.11
RPL36	ribosomal protein L36	54217	−1.07	1.12	1.09	1.23*	1.07	−1.27	−1.20*
RPL37	ribosomal protein L37	67281	−1.16	−1.18	1.04	1.27*	1.17	−1.19	−1.10**
RPL37A	ribosomal protein L37a	19981	−1.15	−1.09	1.03	1.16	−1.12	−1.22	−1.19*
RPL38	ribosomal protein L38	67671	−1.17	1.14	−1.01	1.06	−1.03	−1.18	−1.10
RPL39	ribosomal protein L39	67248	1.04	1.02	1.06	1.13*	1.07	−1.18	−1.16**
RPL4	ribosomal protein L4	67891	1.16	1.43	1.03	1.03	1.32	1.03	1.04
RPL41	ribosomal protein L41	67945	−1.06	1.14	1.05	1.06	−1.13	−1.20	−1.26*
RPL5	ribosomal protein L5	19983	−1.21	1.02	1.24	1.09*	−1.05	−1.05	−1.11
RPL6	ribosomal protein L6	19988	1.01	−1.08	1.00	1.05	1.15	−1.05	1.03
RPL7A	ribosomal protein L7a	27176	−1.02	−1.11	1.01	1.01	−1.02	−1.07	1.01
RPL9	ribosomal protein L9	20005	−1.35	−1.08	1.03	1.07	−1.11	−1.19	−1.12*
RPS10	ribosomal protein S10	67097	−1.02	1.02	1.05	1.07	1.00	−1.17	−1.12*
RPS11	ribosomal protein S11	27207	1.05	−1.74	−1.01	1.11	1.06	−1.24	−1.14*
RPS12	ribosomal protein S12	20042	1.16	1.22	1.11	1.19	1.22	−1.21	−1.12
RPS13	ribosomal protein S13	68052	−1.03	1.10	1.07	1.22*	1.11	−1.27	−1.22*
RPS14	ribosomal protein S14	20044	−1.03	1.19	1.05	1.11*	1.01	−1.17	−1.11**
RPS15A	ribosomal protein S15a	267019	−1.05	1.05	1.02	1.12	1.02	−1.14	−1.20
RPS16	ribosomal protein S16	20055	−1.09	1.05	1.05	1.07	−1.02	−1.12	−1.07
RPS17	ribosomal protein S17	20068	1.00	1.16	1.04	−1.19*	1.01	−1.19	−1.15*
RPS19	ribosomal protein S19	20085	−1.07	1.23	1.08	1.19**	−1.00	−1.14	−1.05
RPS2	ribosomal protein S2	16898	−1.09	1.02	1.04	1.02	−1.16	−1.03	1.04
RPS20	ribosomal protein S20	67427	−1.40	1.21	1.04	1.15	1.25	−1.11	−1.13
RPS21	ribosomal protein S21	66481	1.11	−1.32	1.15	1.38	1.39	−1.32	−1.25**
RPS23	ribosomal protein S23	66475	1.01	1.04	−1.00	1.04	1.09	−1.21	−1.10*
RPS24	ribosomal protein S24	20088	1.58	1.62	1.11	−1.29*	1.75	−1.16	−1.19**
RPS25	ribosomal protein S25	75617	−1.23	1.01	1.09	1.13*	−1.02	−1.30	−1.17*
RPS26	ribosomal protein S26	27370	1.32	1.30	1.04	1.16*	1.14	−1.20	−1.08
RPS27A	ribosomal protein S27a	78294	1.05	−1.05	−1.00	1.02	1.09	−1.08	−1.05
RPS27L	ribosomal protein S27-like	67941	1.72	1.28	1.07	1.14*	1.19	−1.18	−1.17*
RPS28	ribosomal protein S28	54127	−1.19	−1.03	1.03	1.06	−1.05	−1.28	−1.17*
RPS29	ribosomal protein S29	20090	−1.26	−1.05	−1.02	1.01	−1.03	−1.19	−1.20**
RPS3	ribosomal protein S3	27050	−1.04	1.29	1.03	1.20*	−2.88	−1.11	−1.06
RPS3A	ribosomal protein S3A	544977	−1.18	−1.07	1.02	−1.01	−1.05	−1.10	−1.03
RPS5	ribosomal protein S5	20103	−1.16	1.18	1.06	1.09*	−1.02	−1.13	−1.00
RPS6	ribosomal protein S6	20104	−1.20	−1.02	−1.20	1.06	−1.02	−1.14	−1.06*
RPS8	ribosomal protein S8	20116	1.19	−1.05	1.07	1.13*	1.04	−1.29	−1.13
RPS9	ribosomal protein S9	76846	−1.39	1.30	1.05	1.07	1.05	−1.08	−1.04

^1^From Rosen et al. (2008), *Significantly different than control (*P* ≤ .03),

**Significantly different from control (*P* ≤ .0025).

How the deposited data were processed for this re-analysis (not part of the article)

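Expression was measured in liver RNA of male WT and PPARα-null (Null) mice given 0, 3, or 10 mg/kg PFOS by gavage for 7 days, with 5 mice in each of the 6 groups and 1 Affymetrix mouse genome array per mouse. Group, dose, and replicate number of each array were taken from the sample labels and the paper, which give the same groups. All 30 arrays were used, and the table held 0 columns of other samples. The authors background adjusted, quantile normalized, and summarized the arrays by RMA, and the values they deposited are log2 expression values of 45101 probe sets, with no probe set removed. Labeling and hybridization are described as a single block, so no batch was tested. For arrays, their number limits the precision.

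From these log2 values, 64 control probe sets were left out, and probe sets above the median of all values (5.65) in at least 5 of the 30 arrays were kept (24069), because the paper's text states a removal of weak probe sets and gives no rule. Probe sets were named through a probe annotation table that lists 34958 with 1 gene, 932 with several genes, and 9211 with none. Symbols were updated through the Entrez number for 34754 probe sets, and only probe sets with 1 gene were named, which gave 12156 genes among the kept probe sets. Several genes that the paper names were not named this way and are not analysed here, so that the lists of Tables 3–10 hold their measured genes alone (39 of the 69 of Table 10). A gene with several probe sets took the probe set with the smallest p over the dose effects, in every comparison alike, and the probe set was chosen again by the same rule in each alternative, arrays left out included.

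Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes). The doses were compared within each genotype in a fit of its 15 arrays, and the differences in response between genotypes and between the control groups in a fit of all 30 arrays. Every adjusted p of a gene is Benjamini-Hochberg adjusted over all kept probe sets, and a gene was called at an adjusted p under 0.05. Counts adjusted over a list alone used the members of that list. The study called genes at an unadjusted p of 0.0025 from a one-way analysis with pairwise comparisons, and its t-test was run as an alternative, called the methods' t-test. Before the data were examined, 47 gene lists were fixed from general knowledge of liver biology and from the figures of the paper, and the genes of Tables 3–10 gave 8 more. Each was tested with camera at a preset correlation between genes of 0.01 and with a correlation estimated from the arrays, with p adjusted over the lists of a comparison. Genes were named by a rule fixed at the same time. It takes the 10 largest rises and 10 largest falls in each comparison with controls among called genes whose treated arrays all lie on one side of all control arrays, every gene named in the text, Fig. 2, or Fig. 4 of the paper, and the 4 members of each list with the smallest p. The values printed in Tables 3–10 had been seen when the lists and the rule were written.

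The alternatives fixed before the data were examined were no filter and a stricter filter on weak probe sets (45037 and 22471 kept), another probe set per gene (highest mean, any probe set that passes, or none that can bind several transcripts), each array shifted to the same median, repeated quantile normalization, limma with a trend and robust spread, array weights, other sets of groups in the fit, the replicate number as a block, the methods' t-test, limma at the unadjusted limit, a fold change of at least 1.5, each array left out in turn, and for lists the estimated correlation, fry, and fgsea 1.28.0. An alternative added after seeing the data leaves out replicates 4 and 5 of the arrays labeled WT 0 mg/kg, called the 2 doubted arrays, whose values lie with the arrays labeled Null. Values of single genes without these arrays are given for the probe set chosen with all arrays, and counts and lists with the probe sets chosen again. Runs with 1 array left out were also read with each gene's probe set kept, which was added after seeing the data.

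The steps were tested on simulated data made from the means and spread of the real arrays over 12136 genes, with 50 genes changed at each size. For WT 10 against 0 mg/kg, 18, 42, 46, and 50 genes changed by 1.25, 1.5, 2, and 4-fold were called, with 10 unchanged genes called. For Null 10 against 0 mg/kg, 15, 33, 48, and 50 were called, with 5 unchanged genes called. For the difference between genotypes at 10 mg/kg, 0 unchanged genes were called. For other splits of the arrays into groups of the same sizes, at most 100 splits were drawn and the probe set of each gene was chosen again in each split. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The real-time PCR, histology, and liver weights of the paper, and the arrays of mice given other compounds, were not analysed here.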

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

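The 4 tests of the labels and the test of expression-matched lists were chosen only after the result they bear on was seen, as was the setting without the 2 doubted arrays, which are replicates 4 and 5 of the arrays labeled WT 0 mg/kg.

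These 2 arrays lie with the arrays labeled Null in the genes that separate the genotypes. In Ppara they lie on the Null side too, but their values, 8.66 and 8.74, are below every array labeled Null (8.78 to 9.81). Both have 100% of the genotype-separating probe sets on the Null side, where a wrong label would place them. PFOS given to WT mice is argued against by the probe sets without a PFOS response, of which 100% lie on the Null side, and a mixture of WT with Null RNA by the lower of the 2 median positions between WT (0) and Null (1), 0.942, when the arrays labeled Null lie between 0.735 and 1.07. A swap with arrays labeled Null is argued against by the 0 arrays labeled Null on the WT side. A candidate explanation that stays open is that both carry a wrong label or come from other samples, and over probe sets changed by PFOS in Null mice they lie at 0.801 and 0.72 between untreated (0) and treated (1) Null arrays, where the other arrays labeled WT lie at 0.152 to 0.382 (0 mg/kg), 0.328 to 0.905 (3 mg/kg), and 0.494 to 0.752 (10 mg/kg).

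Many genes of oxidative phosphorylation and a minority of those of ribosomal proteins were lower in treated Null mice. A fall of highly expressed transcripts as a whole is argued against, since at most 0.21% of 10000 random lists matched on expression had a median as low, over both lists and both doses. RNA quality or labeling yield cannot be told apart from an effect of PFOS: the 3′ minus 5′ difference of the Gapdh control probe sets of the 10 treated Null arrays shifted by -1.35 SD of the Null controls, towards a smaller 3′ excess, where degradation gives a larger one, that of actin by 0.43 SD the other way, and none of 4 relations of these differences to the list means within the doses passed over 10 arrays (r from -0.38 to -0.05, permutation p from 0.257 to 0.908, rho from -0.43 to -0.18, p from 0.211 to 0.623, all adjusted p at least 0.653, and r from -0.15 to 0.06 without the 2 farthest arrays). A loss that goes with short transcripts, for which a test was planned, stays untested, since transcript lengths were not used here. A response to PFOS that needs the loss of PPARα is the biological explanation the design offers, and it stays open as a hypothesis. It cannot be told apart from an effect of substrain, since the paper gives different substrains for the purchased Null and WT mice.

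Of 40 inflammatory response genes of Table 6, 11 were lower in WT mice at 10 mg/kg, with a median of -0.26 (adjusted p = 0.266 with an estimated correlation). Fewer non-parenchymal cells in the sample could lower them, and this cannot be told apart from a change within cells, because endothelial markers had a median change of -0.075 and macrophage markers one of -0.353, and both move with the controls used. Without replicate 3 of WT 0 mg/kg the endothelial median was -0.006 and the macrophage one -0.075 (adjusted p = 0.291), while that of Table 6 was -0.22 (6 lower). With both doubted arrays left out they were -0.207 and -0.489, and that of Table 6 -0.299 (21 lower). Stellate cell, cholangiocyte, and neutrophil markers had medians of -0.14, 0.06, and -0.03.

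In 5 of the 132 groups of arrays examined, 1 array stood apart from the rest of its group, where chance marks about 1 in 20 groups. Replicate 4 of Null 3 mg/kg had a mean correlation with its own group of 0.986. Replicate 3 of WT 0 mg/kg had a mean log2 value of 7.69 for lymphocyte markers, and replicate 4 of WT 10 mg/kg one of 7.78 for erythroid genes. Replicate 2 of WT 3 mg/kg had mean log2 values of 9.71 for cholesterol synthesis and 11.11 for cytosolic ribosomal proteins. Replicate 1 of Null 10 mg/kg was not marked by this rule, but its mean correlation with its own group, 0.966, was the lowest of all 30 arrays. Its mean correlation with the WT 10 mg/kg arrays was higher (0.972), and its closest array was replicate 2 of WT 10 mg/kg (0.982). Of its genotype-separating probe sets, 100% lay on the Null side.

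The response to PFOS differed between genotypes, by limma's test of the difference, in 150 genes at 3 mg/kg and 459 at 10 mg/kg. The 459 became 648 without the 2 doubted arrays, with 333 genes called in both, 223 without replicate 2 of WT 10 mg/kg, and 935 without replicate 1 of Null 10 mg/kg, the last 2 being the lowest and highest values with 1 array left out. By camera at the preset correlation, the response to 10 mg/kg was more negative in Null than in WT mice for PPARα targets (median difference -0.65), β-oxidation (-0.25), thioesterases (-0.55), peroxins (-0.16), proteasome (-0.24), complex I (-0.45), complexes II to V (-0.37), cytosolic (-0.23) and mitochondrial (-0.36) ribosomal proteins, and the TCA cycle (-0.14). It was more positive for PXR targets (0.17), cholesterol synthesis (0.28), complement and coagulation (0.20), acute-phase proteins (0.37), urea cycle and amino acid breakdown (0.27), and periportal hepatocyte genes (0.30). With an estimated correlation, PPARα targets (adjusted p = 0.009), thioesterases (0.011), urea cycle and amino acid breakdown (0.0447), and β-oxidation (0.0488) stayed under 0.05. The others did not, with adjusted p from 0.0642 for periportal genes to 0.615 for acute-phase proteins. Without the 2 doubted arrays, the difference was -0.04 for PXR targets and 0.04 for cholesterol synthesis (adjusted p = 0.825).

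Among gene groups that the paper does not discuss, WT mice at 10 mg/kg had median log2 changes of 0.62 for cell cycle genes, -0.17 for gluconeogenesis and glycolysis, -0.29 for urea cycle and amino acid breakdown, -0.21 for male-biased liver genes, -0.29 for periportal and -0.12 for pericentral hepatocyte genes, and -0.20 for lymphocyte markers (camera adjusted p = 0.0454, and -0.12 with adjusted p = 0.147 without replicate 3 of WT 0 mg/kg). The lymphocyte list also did not pass without replicate 5 of WT 0 mg/kg or without replicate 2, 3, or 5 of WT 10 mg/kg. With an estimated correlation none of these WT lists passed, with adjusted p from 0.0719 (periportal) to 0.507 (cell cycle, gluconeogenesis, and lymphocyte). Null mice at 10 mg/kg had medians of 0.45 for AhR targets and 0.55 for cell cycle genes. With an estimated correlation their adjusted p was 0.24 and 0.396.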

How the results depend on the processing

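The setting without the 2 doubted arrays and the runs with probe sets kept were chosen only after the result was seen, and for every change given here the cause was not tested, unless a setting tests fewer arrays or genes by construction. Under the alternatives set before the data were examined, 154 counts of genes stayed within 1.5 times of the reported count and 97 did not. Of the gene list results, 8467 kept their direction and side of the threshold, 350 no longer passed, 190 passed newly, and 1 turned its direction. Of the named gene results, 16107 kept both, 907 no longer passed, 343 passed newly, and 13 turned, each where another probe set was taken for the gene. The probe set of a gene was chosen again by the same rule in each alternative. The number of arrays, and for weak probe sets the signal over background, limit the precision.

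With no filter, 56 and 302 genes differed in response between genotypes at 3 and 10 mg/kg and 127 between the controls, against 150, 459, and 192, and Table 6 in Null mice at 10 mg/kg passed (median -0.064, camera adjusted p = 0.0263). It passed with any probe set of the gene (-0.086, adjusted p = 0.0464) and with fgsea (-0.064, adjusted p = 0.046). With the probe set of the highest mean, Ctse at WT 3 mg/kg (1.26) became -0.294, Rfx4 at Null 10 mg/kg (-1.36) became 0.046, and Psmd13 at Null 10 mg/kg (-0.51) became 0.179, and with any probe set Hadhb at Null 10 mg/kg became -0.358. Leaving out probe sets that can bind several transcripts turned Hnf4a at WT 10 mg/kg (-0.42) to 0.009 and ended the calls of cytosolic ribosomal proteins (-0.057, adjusted p = 0.0789) and Table 10 (-0.081, adjusted p = 0.0592) in Null mice at 10 mg/kg. The count of genes differing in response at 3 mg/kg was 265 with a median shift and 230 with repeated quantile normalization. Array weights gave 2900 genes for WT 10 against 0 mg/kg, 2439 for WT 10 against 3 mg/kg, 1890 for Null 3 against 0 mg/kg, 800 and 1099 for the difference in response at 3 and 10 mg/kg, and 523 for the controls. They also ended the calls of complement and coagulation at Null 10 mg/kg (-0.046, adjusted p = 0.0645) and of the difference in cholesterol synthesis at 10 mg/kg (0.156, adjusted p = 0.237). With the compared groups alone, the counts were 15 and 782 for WT 3 and 10 against 0 mg/kg, 1417 for WT 10 against 3 mg/kg, 1091 and 720 for Null 3 and 10 against 0 mg/kg, and 70 for the controls.

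The methods' t-test at its unadjusted limit gave 83 and 965 genes for WT 3 and 10 against 0 mg/kg, 60 for Null 10 against 3 mg/kg, 418 for the difference in response at 3 mg/kg, and 404 for the controls. After Benjamini-Hochberg it gave 17 for WT 3 against 0 mg/kg and 360 for WT 10 against 3 mg/kg. At the same limit, limma gave 95, 57, 423, and 405 genes for WT 3 against 0 mg/kg, Null 10 against 3 mg/kg, the difference at 3 mg/kg, and the controls. A change of at least 1.5-fold was met by 421 genes for WT 10 against 0 mg/kg, 232 for WT 10 against 3 mg/kg, 137 and 299 for Null 3 and 10 against 0 mg/kg, 65 and 209 for the difference at 3 and 10 mg/kg, and 58 for the controls.

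With an estimated correlation, camera no longer called, at WT 10 mg/kg, the proteasome (median 0.303, adjusted p = 0.306), CAR targets (0.562, 0.409), complement and coagulation (-0.239, 0.266), Table 4 (0.306, 0.306), Table 6 (-0.26, 0.266), and Table 7 (0.223, 0.507). At Null 10 mg/kg it no longer called β-oxidation (0.176, adjusted p = 0.357), CAR targets (0.593, 0.206), cholesterol synthesis (0.65, 0.104), complex I (-0.351, 0.24), complexes II to V (-0.278, 0.24), cytosolic ribosomal proteins (-0.104, 0.569), complement and coagulation (-0.096, 0.516), Table 3 (0.261, 0.24), Table 7 (0.168, 0.314), Table 8 (0.94, 0.206), Table 9 (-0.367, 0.223), and Table 10 (-0.11, 0.516). Nor did it call the differences at 10 mg/kg in cholesterol synthesis (0.282, adjusted p = 0.609), complex I (-0.445, 0.0731), complexes II to V (-0.369, 0.0979), cytosolic ribosomal proteins (-0.231, 0.275), and complement and coagulation (0.204, 0.374). Fry did not pass Table 7 at WT 10 mg/kg (0.223, adjusted p = 0.0731) and, at Null 10 mg/kg, cytosolic ribosomal proteins (-0.104, 0.0933), complement and coagulation (-0.096, 0.0616), and Table 10 (-0.11, 0.0523).

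With the 2 doubted arrays left out, 120, 3549, and 1709 genes were called for WT 3 and 10 against 0 mg/kg and WT 10 against 3 mg/kg, and 26 for the difference at 3 mg/kg. The median of cell cycle genes at WT 3 mg/kg became 0.127, and the differences between genotypes became -0.087 and -0.199 (camera adjusted p = 0.00903) for CAR targets at 3 and 10 mg/kg, -0.038 for PXR targets, and 0.036 (adjusted p = 0.825) for cholesterol synthesis at 10 mg/kg. Leaving out 1 array at a time gave 12 (without replicate 3 of WT 3 mg/kg) to 36 genes for WT 3 against 0 mg/kg, 764 (without replicate 1 of WT 0 mg/kg) to 2456 (without replicate 5 of WT 0 mg/kg) for WT 10 against 0 mg/kg, 222 to 1490 (without replicates 1 and 3 of WT 10 mg/kg) for WT 10 against 3 mg/kg, and 0 to 0 for Null 10 against 3 mg/kg. It gave 258 and 628 (both without replicate 4 of Null 0 mg/kg) to 689 and 1289 for Null 3 and 10 against 0 mg/kg, 21 to 435 (without replicate 4 of Null 0 mg/kg and replicate 2 of WT 3 mg/kg) and 223 to 935 for the difference at 3 and 10 mg/kg, and 53 (without replicate 3 of Null 0 mg/kg) to 234 for the controls. The difference at 10 mg/kg ranged from 0.205 to 0.48 for cholesterol synthesis and no longer passed without replicate 4 of Null 10 mg/kg (0.205, adjusted p = 0.0714), replicate 4 (0.205, 0.1) or 5 (0.228, 0.144) of WT 0 mg/kg, or replicate 3 of WT 10 mg/kg (0.216, 0.0601). For CAR targets it ranged from -0.051 (without replicate 5 of WT 0 mg/kg) to 0.244 and passed without replicate 1 (0.244, adjusted p = 0.0333), 2 (0.231, 0.0492), or 3 (0.204, 0.0114) of WT 0 mg/kg. At Null 10 mg/kg the range was -0.115 to -0.063 for cytosolic ribosomal proteins (adjusted p = 0.0609 without replicate 4 of Null 0 mg/kg), -0.125 to -0.039 for complement and coagulation (adjusted p = 0.106 without replicate 1 of Null 10 mg/kg), and -0.093 to -0.031 for Table 6, which passed without replicate 3 (-0.088, adjusted p = 0.0237) or 4 (-0.093, 0.0296) of Null 10 mg/kg. The median of cholesterol synthesis, WT 3 against 0 mg/kg, ranged from -0.058 (without replicate 2 of WT 0 mg/kg) to 0.305. The log2 change of Hnf4a, WT 10 against 0 mg/kg, ranged from -0.501 to 0.067, where the rises came with another probe set of the gene. With its probe set kept it ranged from -0.501 to -0.346 and no longer passed without any 1 of replicates 1, 2, and 3 of WT 0 mg/kg or replicates 1, 2, and 5 of WT 10 mg/kg. That of Psmd13, Null 3 against 0 mg/kg, ranged from -0.523 to 0.011, and that of Psmd13, Null 10 against 0 mg/kg, from -0.569 to 0.219, both highest without replicate 3 of Null 0 mg/kg, where another probe set was taken. With the probe set kept, Psmd13 passed in every run, with changes of -0.523 to -0.426 and -0.569 to -0.459. With probe sets kept, the counts of genes moved by over 1.5 times in the same runs as with probe sets chosen again.

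Replicate numbers do not pair the arrays: over 5 pairs per comparison, deviations of arrays with the same number correlated between -0.232 and 0.315, with at most 2 pairs over 0.1. With the replicate block, WT 10 against 3 mg/kg gave 518 genes against 812, and the other counts stayed within 1.5 times.

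Splits of the arrays into groups of the same sizes argue against chance for the counts of genes above 0, which at most 3 of 100 splits reached. As many genes as the real split were called by 1 of 100 splits (the real one) for WT 3 against 0 mg/kg (30 genes, highest other 6), WT 10 against 3 mg/kg (812, 29), Null 3 and 10 against 0 mg/kg (626, 2 and 1106, 8), the difference at 3 mg/kg (150, 2), and the controls (192, 23). For WT 10 against 0 mg/kg it was 2 of 100 (1589, highest other 1659) and for the difference at 10 mg/kg 3 of 100 (459, 1264). The highest other split of both put 1 doubted array on each side of the WT groups. Whether the doubted arrays cause such high counts was not tested. With both left out, another split of WT 10 against 0 mg/kg still called 1245 genes. For Null 10 against 3 mg/kg 0 genes were called, so that 100 of 100 splits reach this count by construction (highest other 8) and say nothing about chance. With the 2 doubted arrays left out it was 1 of 56 for WT 3 (120, 2) and WT 10 (3549, 1245) against 0 mg/kg.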

Differences from the paper's values

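The setting without the 2 doubted arrays and the comparison of the genes that the paper marks as significant were chosen only after the values were seen. The fold changes of 250 genes in Tables 3–10 could be set beside the values of the arrays in 4 comparisons, which gave 1000 values. The median distance from the paper's value on the log2 scale was 0.004 for WT 3, WT 10, and Null 3 mg/kg and 0.003 for Null 10 mg/kg with all arrays as labeled, against 0.082 and 0.098 for WT 3 and WT 10 mg/kg without the 2 doubted arrays. Rows of the tables were paired with genes by the Entrez number the paper prints, so 16 rows carry another symbol in the paper, which is given in brackets at a differing value. The direction was that of the paper for 242, 240, 244, and 239 of the 250 genes, a printed 1 or -1 taken with its sign. A value was taken as different where its direction was opposite or its distance was over the standard deviation within groups, which was so for 74 values of 49 genes. Of these, 35 had the opposite direction, 10 of them by less than the standard deviation. Any probe set of the gene, the rule closest to the paper's methods, which keep the probe set with the smallest p, brought 43 of the 74 within the paper's value, the probe set of the highest mean 16, array weights 12, a median shift 11, no filter 7, repeated quantile normalization 7, and leaving out probe sets that can bind several transcripts 2. The settings that alter only the test or its spread, and the stricter filter, brought 0 within it. These counts leave out values that newly differed. As reported, 16, 24, 11, and 23 of the 250 values differed at WT 3, WT 10, Null 3, and Null 10 mg/kg. Any probe set gave fewer, 9, 6, 5, and 16. More differed with the probe set of the highest mean (24, 33, 16, and 39), array weights (27, 30, 17, and 31), and a median shift (21, 27, 16, and 27). Table 2 of the paper counts fully annotated genes based on the Ingenuity database, after a filter whose rule is not given. Its gene set may therefore differ from the one used here. The counts of Table 2 at the paper's limit were 81, 906, 630, and 808 in the paper and 95, 1142, 684, and 958 here, for WT 3, WT 10, Null 3, and Null 10 mg/kg, which is within 1.5 times, and 83, 965, 659, and 859 with the methods' t-test. They were over 1.5 times the paper's with array weights (139, 1786, and 1358 for WT 3, WT 10, and Null 3 mg/kg), with all 6 groups in one fit (125 for WT 3 mg/kg), with the compared groups alone (946 for Null 3 mg/kg), and without replicate 2 (127 for WT 3 mg/kg) or 5 (1567 for WT 10 mg/kg) of WT 0 mg/kg. They were 285 and 2256 for WT 3 and WT 10 mg/kg without the 2 doubted arrays, as chosen after seeing the values.

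For lipid metabolism (Table 3), the paper's fold change at WT 3 mg/kg was 1.61 for Acaa1a (ACAA1 in the paper) against 1.15 here. The paper's value at WT 10 mg/kg was 2.1 for Acaa1a (ACAA1 in the paper) against 1.40 here and 1.4 for Acaa1b against 1.72 here. The paper's value at Null 10 mg/kg was 1.53 for Acaa1a (ACAA1 in the paper) against 1.19 here. Acaa1a at WT 3, Acaa1a at WT 10, and Acaa1a at Null 10 came within it with no alternative set before the data were examined. Acaa1b at WT 10 did so only with 1 array left out. The paper's value at WT 3 mg/kg was -1.18 for Acad10 against 1.14 here. The paper's value at Null 3 mg/kg was -1.15 for Hadhb against 1.01 here. The paper's value at Null 10 mg/kg was -1.28 for Hadhb against 1.10 here. Acad10 at WT 3, Hadhb at Null 3, and Hadhb at Null 10 came within the paper's value with any probe set of the gene and with no other alternative set before the data were examined. The paper's value at Null 3 mg/kg was 1.37 for Acaa1a (ACAA1 in the paper) against 1.08 here. Acaa1a at Null 3 came within the paper's value with any probe set of the gene, repeated quantile normalization, and 1 array left out, and with no other alternative set beforehand. The paper's value at Null 10 mg/kg was -1.23 for Fabp1 against -1.10 here. Fabp1 at Null 10 came within the paper's value with no filter, any probe set of the gene, and 1 array left out, and with no other alternative set beforehand. The paper's value at Null 3 mg/kg was 1.04 for Slc27a1 against -1.03 here. Slc27a1 at Null 3 came within the paper's value with the probe set of the highest mean, any probe set of the gene, and 1 array left out, and with no other alternative set beforehand. The paper's value at WT 3 mg/kg was -1.02 for Slc27a1 against 1.00 here. Slc27a1 at WT 3 came within the paper's value with the probe set of the highest mean, any probe set of the gene, array weights, and 1 array left out, and with no other alternative set beforehand.

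For the proteasome (Table 4), the paper's fold change at WT 10 mg/kg was 1.55 for Psmb4 against 1.29 here. Psmb4 at WT 10 came within the paper's value with any probe set of the gene and with no other alternative set before the data were examined. The paper's value at WT 3 mg/kg was 1.27 for Psmb4 against 1.13 here. Psmb4 at WT 3 came within the paper's value with any probe set of the gene, array weights, and 1 array left out, and with no other alternative set beforehand. The paper's value at WT 10 mg/kg was -1.02 for Psmc6 against 1.02 here, 1.26 for Psmd13 against 1.05 here, and 1.24 for Psmd7 against 1.04 here. Psmc6 at WT 10, Psmd13 at WT 10, and Psmd7 at WT 10 came within the paper's value with the probe set of the highest mean, any probe set of the gene, and 1 array left out, and with no other alternative set beforehand. The paper's value at Null 3 mg/kg was -1.17 for Psmb1 against -1.05 here. Psmb1 at Null 3 came within the paper's value with the probe set of the highest mean, any probe set of the gene, a median shift, and 1 array left out, and with no other alternative set beforehand. The paper's value at Null 3 mg/kg was -1.29 for Psma1 against 1.04 here. The paper's value at Null 10 mg/kg was -1.34 for Psma1 against 1.04 here. Psma1 at Null 3 and Psma1 at Null 10 came within the paper's value with no filter, any probe set of the gene, a median shift, repeated quantile normalization, and 1 array left out, and with no other alternative set beforehand. The paper's value at WT 3 mg/kg was 1.12 for Psma3 against 1.05 here. Psma3 at WT 3 came within the paper's value with the probe set of the highest mean, any probe set of the gene, a median shift, repeated quantile normalization, and 1 array left out, and with no other alternative set beforehand.

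For peroxisome biogenesis (Table 5), the paper's fold change at Null 10 mg/kg was 1.09 for Pex6 against -1.02 here. Pex6 at Null 10 came within the paper's value with the probe set of the highest mean and with no other alternative set before the data were examined. The paper's value at Null 10 mg/kg was -1.03 for Pex16 against 1.00 here. Pex16 at Null 10 came within the paper's value with any probe set of the gene, array weights, and 1 array left out, and with no other alternative set beforehand.

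For the inflammatory response (Table 6), the paper's fold change at WT 3 mg/kg was -1.03 for Serpina1b (SERPINA1 in the paper) against -1.01 here. The paper's value at Null 3 mg/kg was 1.16 for C1ra (C1R in the paper) against -1.05 here and 1.11 for Serpina1b (SERPINA1 in the paper) against 1.01 here. The paper's value at Null 10 mg/kg was -1.33 for Serpina1b (SERPINA1 in the paper) against 1.01 here. Serpina1b at WT 3, C1ra at Null 3, Serpina1b at Null 3, and Serpina1b at Null 10 came within it with no alternative set before the data were examined. The paper's value at WT 10 mg/kg was 1.04 for Saa2 (SAA1 in the paper) against -1.01 here. Saa2 at WT 10 came within the paper's value with a median shift and 1 array left out, and with no other alternative set beforehand.

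For xenobiotic metabolism (Table 7), the paper's fold change at WT 3 mg/kg was -1.03 for Ugt2b1 (UGT2B17 in the paper) against -1.26 here. The paper's value at WT 10 mg/kg was 1.02 for Ugt2b1 (UGT2B17 in the paper) against -1.23 here. The paper's value at Null 10 mg/kg was 1.2 for Cyp3a11 against 1.08 here and -1.01 for Ugt2b1 (UGT2B17 in the paper) against 1.03 here. Ugt2b1 at WT 10 and Cyp3a11 at Null 10 came within it with no alternative set before the data were examined. Ugt2b1 at WT 3 and Ugt2b1 at Null 10 did so only with 1 array left out. The paper's value at Null 3 mg/kg was 1.11 for Adh5 against 1.02 here. The paper's value at Null 10 mg/kg was 1.14 for Adh5 against -1.05 here. Adh5 at Null 3 and Adh5 at Null 10 came within the paper's value with no filter and with no other alternative set before the data were examined. The paper's value at WT 3 mg/kg was 1.09 for Adh5 against 1.02 here. Adh5 at WT 3 came within the paper's value with no filter, array weights, and 1 array left out, and with no other alternative set beforehand.

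For cholesterol biosynthesis (Table 8), the paper's fold change at WT 10 mg/kg was 1.41 for Lss against 1.02 here. The paper's value at Null 10 mg/kg was 2.13 for Lss against 1.50 here. Lss at WT 10 and Lss at Null 10 came within the paper's value with the probe set of the highest mean and any probe set of the gene. Of the other alternatives set beforehand, only leaving out 1 array did so, for Lss at WT 10.

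For oxidative phosphorylation (Table 9), the paper's fold change at WT 10 mg/kg was -1.1 for Atp5g2 against 1.06 here. The paper's value at Null 10 mg/kg was -1.44 for Ndufab1 against -1.15 here. Atp5g2 at WT 10 and Ndufab1 at Null 10 came within it with no alternative set before the data were examined. The paper's value at WT 3 mg/kg was -1.05 for Atp5j2 against 1.02 here. The paper's value at WT 10 mg/kg was -1.09 for Atp5j2 against 1.05 here, 1.22 for Atp5o against 1.02 here, 1.19 for Ndufb6 against 1.02 here, -1.12 for Ndufs4 against 1.03 here, and 1.27 for Uqcr10 (UCRC in the paper) against 1.10 here. The paper's value at Null 10 mg/kg was -1.5 for Atp5k (ATP5I in the paper) against -1.28 here. Atp5j2 at WT 10, Atp5o at WT 10, Ndufb6 at WT 10, Ndufs4 at WT 10, Uqcr10 at WT 10, and Atp5k at Null 10 came within the paper's value with any probe set of the gene and with no other alternative set before the data were examined. Atp5j2 at WT 3 did so with any probe set, with 1 array left out, and with no other alternative set beforehand. The paper's value at Null 10 mg/kg was -1.25 for Cox6c against -1.78 here. Cox6c at Null 10 came within the paper's value with the probe set of the highest mean and 1 array left out, and with no other alternative set beforehand. The paper's value at WT 3 mg/kg was -1.01 for Ndufs5 against 1.00 here. Ndufs5 at WT 3 came within the paper's value with repeated quantile normalization and 1 array left out, and with no other alternative set beforehand. The paper's value at WT 3 mg/kg was 1.12 for Ndufs4 against 1.02 here. Ndufs4 at WT 3 came within the paper's value with any probe set of the gene, array weights, and 1 array left out, and with no other alternative set beforehand. The paper's value at WT 10 mg/kg was 1.01 for Ndufb9 against -1.00 here and 1.07 for Ndufv2 against -1.00 here. Ndufb9 at WT 10 and Ndufv2 at WT 10 came within the paper's value with any probe set of the gene, a median shift, and 1 array left out, and with no other alternative set beforehand. The paper's value at WT 10 mg/kg was 1.12 for Uqcrq against 1.02 here. Uqcrq at WT 10 came within the paper's value with any probe set of the gene and probe sets that can bind several transcripts left out and with no other alternative set before the data were examined. The paper's value at Null 10 mg/kg was -1.35 for Ndufb2 against -1.23 here. Ndufb2 at Null 10 came within the paper's value with repeated quantile normalization, array weights, and 1 array left out, and with no other alternative set beforehand. The paper's value at WT 10 mg/kg was 1.06 for Atp5h against -1.00 here. Atp5h at WT 10 came within the paper's value with the probe set of the highest mean, any probe set of the gene, a median shift, and 1 array left out, and with no other alternative set beforehand.

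For ribosome biogenesis (Table 10), the paper's fold change at WT 3 mg/kg was -1.2 for Rps6 against 1.00 here. The paper's value at Null 3 mg/kg was -1.17 for Rpl27a against 1.01 here. The paper's value at Null 10 mg/kg was -1.22 for Rpl14 against 1.06 here, -1.09 for Rpl27a against 1.11 here, -1.1 for Rpl37 against -1.32 here, and -1.06 for Rps6 against 1.11 here. Rps6 at WT 3, Rpl27a at Null 3, Rpl27a at Null 10, and Rps6 at Null 10 came within it with no alternative set before the data were examined. Rpl14 at Null 10 and Rpl37 at Null 10 did so only with 1 array left out. The paper's value at WT 3 mg/kg was 1.11 for Rps24 against -1.02 here. The paper's value at WT 10 mg/kg was 1.29 for Rpl22 against 1.14 here and 1.38 for Rpl27 against 1.10 here. The paper's value at Null 10 mg/kg was -1.1 for Rpl13a against -1.03 here and -1.4 for Rpl27 against -1.10 here. Rpl22 at WT 10 and Rpl13a at Null 10 came within the paper's value with any probe set of the gene and with no other alternative set beforehand. Rps24 at WT 3, Rpl27 at WT 10, and Rpl27 at Null 10 did so with any probe set, with 1 array left out, and with no other. The paper's value at WT 3 mg/kg was 1.04 for Rpl37 against -1.01 here. The paper's value at Null 10 mg/kg was -1.17 for Rps25 against -1.07 here. Rpl37 at WT 3 and Rps25 at Null 10 came within the paper's value with array weights and 1 array left out, and with no other alternative set beforehand. The paper's value at Null 3 mg/kg was -1.16 for Rps24 against 1.33 here. Rps24 at Null 3 came within the paper's value with the probe set of the highest mean and 1 array left out, and with no other alternative set beforehand. The paper's value at WT 3 mg/kg was 1.07 for Rpl13a against 1.01 here and 1.08 for Rpl27 against -1.02 here. Rpl13a at WT 3 and Rpl27 at WT 3 came within the paper's value with any probe set of the gene, array weights, and 1 array left out, and with no other alternative set beforehand. The paper's value at WT 10 mg/kg was 1.06 for Rpl41 against -1.04 here. The paper's value at Null 10 mg/kg was -1.19 for Rps24 against 1.20 here. Rpl41 at WT 10 and Rps24 at Null 10 came within the paper's value with the probe set of the highest mean and any probe set of the gene. Of the other alternatives set beforehand, only leaving out 1 array did so, for Rpl41 at WT 10. The paper's value at WT 10 mg/kg was 1.12 for Rpl13a against 1.05 here. Rpl13a at WT 10 came within the paper's value with any probe set of the gene, a median shift, array weights, and 1 array left out, and with no other alternative set beforehand. The paper's value at Null 3 mg/kg was -1.19 for Rps29 against -1.10 here. Rps29 at Null 3 came within the paper's value with the probe set of the highest mean, any probe set of the gene, a median shift, array weights, and 1 array left out, and with no other alternative set beforehand. The paper's value at WT 10 mg/kg was 1.2 for Rps3 against 1.00 here. Rps3 at WT 10 came within the paper's value with no filter, any probe set of the gene, probe sets that can bind several transcripts left out, a median shift, and repeated quantile normalization. Of the other alternatives set beforehand, only leaving out 1 array did so.

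Leaving out probe sets that can bind several transcripts gave no value for Acaa1a at WT 3, Acaa1a at WT 10, Acaa1a at Null 3, Acaa1a at Null 10, Serpina1b at WT 3, Saa2 at WT 10, Serpina1b at Null 3, Serpina1b at Null 10, Rpl37 at WT 3, Rpl41 at WT 10, Rps29 at Null 3, and Rpl37 at Null 10. The stricter filter gave no value for Rpl14 at Null 10. In at least 1 run with 1 array left out, the value came within the paper's for Slc27a1 at WT 3, Acaa1b at WT 10, Acaa1a at Null 3, Slc27a1 at Null 3, Fabp1 at Null 10, Psma3 at WT 3, Psmb4 at WT 3, Psmc6 at WT 10, Psmd13 at WT 10, Psmd7 at WT 10, Psma1 at Null 3, Psmb1 at Null 3, Psma1 at Null 10, Pex16 at Null 10, Saa2 at WT 10, Adh5 at WT 3, Ugt2b1 at WT 3, Ugt2b1 at Null 10, Lss at WT 10, Atp5j2 at WT 3, Ndufs4 at WT 3, Ndufs5 at WT 3, Atp5h at WT 10, Ndufb9 at WT 10, Ndufv2 at WT 10, Cox6c at Null 10, Ndufb2 at Null 10, Rpl13a at WT 3, Rpl27 at WT 3, Rpl37 at WT 3, Rps24 at WT 3, Rpl13a at WT 10, Rpl27 at WT 10, Rpl41 at WT 10, Rps3 at WT 10, Rps24 at Null 3, Rps29 at Null 3, Rpl14 at Null 10, Rpl27 at Null 10, Rpl37 at Null 10, and Rps25 at Null 10. The setting without the 2 doubted arrays, which was chosen after seeing the values, came within the paper's value for Slc27a1 at WT 3, Psma3 at WT 3, Psmb4 at WT 3, Psmb4 at WT 10, Psmd13 at WT 10, Saa2 at WT 10, Adh5 at WT 3, Lss at WT 10, Ndufs5 at WT 3, Rpl13a at WT 3, Rpl27 at WT 3, Rpl37 at WT 3, Rpl13a at WT 10, Rpl27 at WT 10, and Rps3 at WT 10, and of the 61 genes that the paper marks at its limit of 0.0025 in WT mice at 10 mg/kg it leaves 6 over that limit, of which 1 had passed with all arrays.

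The paper marks genes at 10 mg/kg at a stricter and a looser unadjusted limit, and the genes were compared at the same limits with limma. Of the 61 genes with the stricter mark in WT mice, 51 passed it here in the direction of the paper, and of the 79 in Null mice 66. Of the 69 genes with the looser mark in WT mice, 57 passed, and of the 48 in Null mice 33. The adjusted limit of 0.05 used elsewhere, which differs from the paper's, was met by 54, 67, 21, and 5 of them. The methods' t-test passed 54, 71, 60, and 37 at the paper's limits, and any probe set of the gene 53, 68, 61, and 39. Over the limit of the stricter mark, or opposite in direction, with the unadjusted p in brackets, were in WT mice Acadvl (0.00371), Aldh1a1 (0.0115), Slc27a2 (0.00372), Psmb7 (0.00327), Psmd1 (0.095), Serpina1b (0.175), Ces1g (0.00564), Rpl14 (0.0247), Rpl22 (0.00928), and Rpl27 (0.0535), and in Null mice Psmb10 (0.00277), Lss (0.00408), Atp5g3 (0.029), Atp6v0b (0.00523), Cox4i1 (0.00514), Ndufa4 (0.0257), Ndufa9 (0.00361), Ndufb2 (0.00392), Uhrf1bp1 (0.00834), Rpl37 (0.00539), Rpl39 (0.206), Rps14 (0.064), and Rps24 (0.0377). For the looser mark these were, again with the unadjusted p, in WT mice Psmd13 (0.556), Psmd7 (0.484), Serpinc1 (0.0398), Aldh1l1 (0.261), Cox6b1 (0.204), Uqcrq (0.622), Rpl11 (0.0438), Rpl13a (0.247), Rpl37 (0.29), Rpl39 (0.0306), Rps25 (0.0341), and Rps3 (0.916), and in Null mice Acaa1b (0.101), Acad10 (0.0523), Aldh9a1 (0.0331), Hadhb (0.0479), F5 (0.0324), Proc (0.0791), Serpinc1 (0.134), Idi1 (0.172), Cox8a (0.0363), Ndufab1 (0.0714), Rpl14 (0.615), Rpl27 (0.0798), Rps25 (0.226), Rps27l (0.0861), and Rps6 (0.219). Of these, Hadhb, Rpl14, Rps24, and Rps6 in Null mice had the opposite direction here. The limit was reached in the direction of the paper for Rps3 in WT mice and F5 in Null mice with no filter. The probe set of the highest mean did so for Psmd13, Psmd7, and Aldh1l1 in WT mice and Idi1, Lss, and Ndufab1 in Null mice. Any probe set did so for Psmd13, Psmd7, Aldh1l1, Rpl22, Rpl27, and Rps3 in WT mice and Acad10, Hadhb, F5, Idi1, Lss, Ndufab1, Rpl27, Rps24, and Rps27l in Null mice. Leaving out probe sets that can bind several transcripts did so for Rps3 in WT mice and Rps27l in Null mice. A median shift did so for Acadvl, Slc27a2, Rps25, and Rps3 in WT mice and F5 and Ndufab1 in Null mice. Repeated quantile normalization did so for Rpl39, Rps25, and Rps3 in WT mice and Acad10, Aldh9a1, Atp6v0b, Ndufa9, Ndufab1, and Ndufb2 in Null mice. A trend and robust spread did so for Slc27a2, Psmb7, Serpinc1, and Rpl11 in WT mice and Aldh9a1, F5, Cox4i1, Cox8a, and Ndufa9 in Null mice. Array weights did so for Psmb7, Serpinc1, Ces1g, Rpl11, Rpl39, and Rps25 in WT mice and Acad10, Psmb10, Lss, Cox4i1, Cox8a, Ndufa9, Ndufab1, Ndufb2, and Rpl27 in Null mice. All 6 groups in one fit did so for Acadvl, Slc27a2, Psmb7, Serpinc1, Ces1g, Rpl39, and Rps25 in WT mice and Aldh9a1, Lss, Cox4i1, Cox8a, Ndufa9, Ndufb2, and Uhrf1bp1 in Null mice. The compared groups alone did so for Rps25 in WT mice and Acad10 in Null mice. The replicate block did so for Acadvl in WT mice and Acad10 in Null mice. The methods' t-test did so for Aldh1a1, Slc27a2, Psmb7, Serpina1b, Serpinc1, Rpl11, and Rpl39 in WT mice and Aldh9a1, Psmb10, Proc, Serpinc1, Atp5g3, Cox4i1, Cox8a, Ndufa9, and Uhrf1bp1 in Null mice. Leaving out the 2 doubted arrays, chosen after seeing the values, did so for Aldh1a1, Psmb7, Psmd1, Psmd13, Psmd7, Serpinc1, Ces1g, Rpl11, Rpl27, Rpl39, and Rps3 in WT mice. Leaving out 1 array, but no other setting, did so for Acaa1b and Rpl37 in Null mice. No setting did so for Cox6b1, Uqcrq, Rpl13a, Rpl14, and Rpl37 in WT mice and Ndufa4, Rpl14, Rpl39, Rps14, Rps25, and Rps6 in Null mice.

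The paper states that genes of cholesterol biosynthesis rose in Null mice alone. Of 18 measured genes of cholesterol synthesis, 16 rose at 3 mg/kg and 14 at 10 mg/kg in Null mice, and 3 at 10 mg/kg in WT mice (5 adjusted over the list alone), with a WT median of 0.44 (camera adjusted p = 0.00221, adjusted p = 0.508 with an estimated correlation). The response differed between genotypes by a median of 0.66 at 3 mg/kg (adjusted p = 2.48e-10, adjusted p = 0.183 with an estimated correlation) and 0.28 at 10 mg/kg (adjusted p = 0.0107, adjusted p = 0.609 with an estimated correlation). With the 2 doubted arrays left out, as chosen after seeing the values, 11 rose in WT mice at 10 mg/kg, and the differences were 0.39 (adjusted p = 0.000261, adjusted p = 0.423 with an estimated correlation) and 0.04 (adjusted p = 0.825). Without replicate 2 of WT 0 mg/kg alone, which had the lowest mean of these genes among the WT controls, 0 rose in WT mice (median 0.14), and the differences were 0.89 at 3 mg/kg and 0.48 at 10 mg/kg. The paper states the same of Cyp7a1, whose change differed between genotypes at 3 mg/kg (3.99, adjusted p = 0.0341) and did not pass at 10 mg/kg (2.17, adjusted p = 0.226). The difference of Cyp7a1 passed at neither dose without the 2 doubted arrays (2.96, adjusted p = 0.129, and 1.14, adjusted p = 0.52). The paper also assayed Cyp7a1 by RT-PCR in a separate set of mice, which was not analysed here. The paper states that Ppargc1a did not change with PFOS. In its Results, which also draw on RT-PCR in a separate set of mice not analysed here, Ppargc1a did not appear up-regulated. It fell in WT mice at 10 mg/kg (-1.01, SE 0.213, adjusted p = 0.00911), where its mean of 5.47 lay below the level of 5.65 used to remove weak probe sets, which limits how well the size of the fall is measured, and had changes of -0.05 at 3 mg/kg (adjusted p = 1) in WT mice and -0.08 (adjusted p = 0.841) and -0.43 (adjusted p = 0.0917) at 3 and 10 mg/kg in Null mice. Neither Nfe2l2 nor Srebf2, of which the paper states the same, passed in any of these comparisons. The paper states that Cyp2b10 rose in both genotypes. It rose in Null mice at both doses, while its change in WT mice at 10 mg/kg, 2.57, had an adjusted p of 0.0568. At the paper's looser unadjusted limit, at which the paper marks it, that change passed here too (unadjusted p = 0.00664), with a fold change of 5.92 in the paper and here. At the adjusted limit it was called with array weights (adjusted p = 0.00906), with all 6 groups in one fit (0.0169), without replicate 4 (0.0141) or 5 (0.00653) of WT 0 mg/kg, and without both, as chosen after seeing the values (4.42, adjusted p = 2.25e-09).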

Other observations

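Every list described here was fixed before the data were examined, and the setting without the 2 doubted arrays was chosen only after the result was seen. In both genotypes at 10 mg/kg, some target genes of the oxidative stress regulator NRF2, some genes of fatty acid synthesis, and some of the cell cycle rose, and none of these lists passed with an estimated correlation. Of 29 measured NRF2 targets, 10 rose in WT mice at 10 mg/kg (22 adjusted over the list alone, and 24 rose and 1 fell without the 2 doubted arrays), with a median log2 change of 0.57 (camera adjusted p = 2.09e-09, adjusted p = 0.306 with an estimated correlation). They were led by Cbr3, a carbonyl reductase (2.40, adjusted p = 0.000217 from limma), and Abcc4, an efflux transporter (2.17, adjusted p = 0.00122). In Null mice at 10 mg/kg 14 rose (16 higher and 1 lower adjusted over the list alone), with a median of 0.51 (camera adjusted p = 1.89e-08, adjusted p = 0.357 with an estimated correlation), among them Nqo1, a quinone reductase (0.94, adjusted p = 0.0156), Abcc3, another efflux transporter (0.83, adjusted p = 0.00125), and Gsr, glutathione reductase (0.66, adjusted p = 0.00599). Of the 29 NRF2 targets, 12 are also in another fixed list and 7 in Tables 3–10. Abcc4 and Abcc3 are given with the CAR targets too, so the NRF2 counts are not independent of the CAR counts. Of 27 genes of lipogenesis, 9 rose and 2 fell in WT mice at 10 mg/kg (12 and 2 adjusted over the list alone), with a median of 0.22 (camera adjusted p = 0.000287, adjusted p = 0.0733 with an estimated correlation). Fasn, the fatty acid synthase (0.96, adjusted p = 0.000244), Acaca, an acetyl-CoA carboxylase (0.75), and Gpam, of glycerolipid synthesis (0.72, adjusted p = 3.07e-05), were among them. In Null mice 7 rose and 1 fell (13 and 2 adjusted over the list alone), with a median of 0.32 (camera adjusted p = 0.00241, adjusted p = 0.436 with an estimated correlation), with Acss2 (0.99) and Acly (0.77), enzymes that supply acetyl-CoA. Of 10 other targets of SREBP2, Rdh11 (1.09), Acss2 (0.87), Stard4 (0.60), and Tmem97 (0.52) rose in Null mice at 3 mg/kg (7 adjusted over the list alone), with a median of 0.40 (camera adjusted p = 1.56e-05, adjusted p = 0.0341 with an estimated correlation). Of 23 cell cycle genes, Ccnd1 (0.86) and Ube2c (1.17) rose in WT mice at 10 mg/kg (2 adjusted over the list alone, 20 without the 2 doubted arrays, camera adjusted p = 0.000199, adjusted p = 0.507 with an estimated correlation). In Null mice 10 rose at 3 mg/kg (13 adjusted over the list alone) and 7 at 10 mg/kg (15 adjusted over the list alone), with a median of 0.70 at 3 mg/kg (camera adjusted p = 5.74e-09, adjusted p = 0.297 with an estimated correlation). Birc5 (1.33), Ccnb2 (1.42), and Top2a (1.05), which act in mitosis, were among the 10.

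Of 19 genes of the urea cycle and amino acid breakdown, 10 fell in WT mice at 10 mg/kg (1 higher and 11 lower adjusted over the list alone), with Got1 (-1.24, SE 0.218, adjusted p = 0.00277 from limma), an aspartate aminotransferase, and Ass1 (-0.70), Otc (-0.32), and Cps1 (-0.29), of the urea cycle. The median was -0.29 (camera adjusted p = 1.17e-05, adjusted p = 0.206 with an estimated correlation). In Null mice 0 members passed at 10 mg/kg (0 adjusted over the list alone). The change was higher in Null than in WT mice by limma's test of the difference for Got1 (1.59), Hgd (1.09), Tat (0.96), Asl (0.62), and Cps1 (0.32), with 8 higher adjusted over the list alone. The median difference was 0.27 (camera adjusted p = 1.43e-07, adjusted p = 0.0447 with an estimated correlation, and 0.117 without the 2 doubted arrays). Of 13 genes of gluconeogenesis and glycolysis, Pck1 (-0.80), Pklr (-0.47), Pygl (-0.32), and Fbp1 (-0.18) fell in WT mice (4 adjusted over the list alone, camera adjusted p = 0.0419, adjusted p = 0.507 with an estimated correlation). Pericentral markers that fell were Slc1a2 (-0.90), Lgr5 (-0.66), Oat (-0.42), and Axin2 (-0.30), 4 of 11 (4 adjusted over the list alone, camera adjusted p = 0.0107, adjusted p = 0.18 with an estimated correlation). Of 12 genes with higher expression in male liver, Hsd3b5, a steroid dehydrogenase (-4.12, SE 0.769, adjusted p = 0.00417), Slco1a1 (-1.22), Cyp7b1 (-0.96), Egfr (-0.91), and Mup3 (-0.41) fell (1 higher and 6 lower adjusted over the list alone, camera adjusted p = 0.00742, adjusted p = 0.386 with an estimated correlation). Of 8 genes with higher expression in female liver, Cyp4a14 (3.62), Acot3 (2.68), and Hao2 (1.74), which act on fatty acids, rose and Cyp17a1 (-1.04) fell (3 and 1 adjusted over the list alone, camera adjusted p = 0.146). In Null mice at 10 mg/kg, 5 of 19 interferon response genes fell (9 adjusted over the list alone), with a median of -0.36 (camera adjusted p = 1.23e-07, adjusted p = 0.24 with an estimated correlation). These were Ifi27 (-1.13), Xaf1 (-0.92), Irf7 (-0.64), Gbp3 (-0.62), and Irf9 (-0.29), the last chosen after its value was seen. Some macrophage markers were lower in the same comparison, and a link between these changes was not tested. Of 4 targets of the aryl hydrocarbon receptor, Nqo1 and Cyp1a1 (0.57, adjusted p = 0.0155) rose in Null mice at 10 mg/kg (3 adjusted over the list alone, camera adjusted p = 0.0183, adjusted p = 0.24 with an estimated correlation). Of these 4, 2 are also in another fixed list, and Nqo1 is counted among the NRF2 targets too.

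The other fixed lists had, at 10 mg/kg, median log2 changes in WT and Null mice of 0.09 and 0.09 for LXR targets, -0.16 and -0.01 for bile acid transport, -0.09 and 0.13 for the unfolded protein and integrated stress responses, -0.11 and 0.13 for clock genes, -0.12 and -0.12 for the immunoproteasome, and -0.05 and -0.14 for regulators of mitochondrial genes. Markers of other cell types had medians of -0.14 and -0.01 for hepatic stellate cells, 0.06 and 0.05 for cholangiocytes, -0.03 and 0.05 for neutrophils, 0.14 and -0.26 for erythroid cells, -0.02 and 0.03 for exocrine pancreas, 0.30 and -0.06 for adipose tissue, and 0.02 and 0.06 for muscle. Of these lists, camera at the preset correlation called LXR targets in WT mice (adjusted p = 0.024, adjusted p = 0.306 with an estimated correlation), and none of the others at 10 mg/kg.

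Untreated Null and WT mice differed in 192 genes by limma, with 109 higher and 83 lower in Null mice. Differences of substrain were not separated from those of Ppara. Without the 2 doubted arrays 276 genes differed, of which 90 were among the 192. Array weights gave 523 genes, the compared groups alone 70, and no filter 127. With 1 array left out the count ranged from 53 to 234 (without replicates 3 and 1 of Null 0 mg/kg), and it moved by over 1.5 times also without replicate 2 (65), 4 (90), or 5 (60) of Null 0 mg/kg and replicate 1 (86) or 4 (106) of WT 0 mg/kg.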
